# A transient sex-biased transcriptional program shapes early postnatal L2/3 neuron development

**DOI:** 10.1186/s13293-026-00885-x

**Published:** 2026-04-08

**Authors:** Elia Marcos-Grañeda, Fernando Martín-Fernández, Linnea A. Weiss, Juan C. Oliveros, Marta Nieto

## Abstract

Most neurodevelopmental disorders (NDDs), including intellectual disability, epilepsy, and autism spectrum disorder (ASD), exhibit marked sex differences in risk, incidence, prognosis, and clinical presentation. Increasing evidence suggests that these disorders often originate from alterations in circuit formation that occur during critical developmental windows preceding the onset of symptoms. However, the extent to which sexual dimorphism emerges during neuronal differentiation remains largely underexplored in the context of NDD research. In the cerebral cortex, layer (L) 2/3 excitatory pyramidal neurons, which integrate information across cortical areas and hemispheres, have been broadly implicated in NDDs. In this study, we investigate the transcriptional expression dynamics of L2/3 neurons across three developmental stages—embryonic day (E) 19, postnatal day (P) 4, and P7—and identify a window of transient, sex-biased gene expression at P4, possibly related to the process of brain masculinization. Furthermore, gene expression analysis following knockout (KO) mutations of *Cux1* and *Cux2* in L2/3 neurons reveals sex-biased dysregulation, with male neurons exhibiting heightened susceptibility and amplified transcriptional disruption, resulting in a molecular fingerprint that is distinct from their WT counterparts. These findings underscore the need to incorporate studies of sex-dependent differentiation trajectories as a biological variable in NDD research and may inform the development of more targeted, sex-specific therapeutic strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00885-x.

## Abstract (plain language summary)

Neurodevelopmental disorders like autism, epilepsy, and intellectual disability affect boys and girls differently, but we still don’t fully understand why. One possible reason is that male and female brains develop in slightly different ways, even before symptoms appear. Our study looks at a specific type of brain cell called pyramidal neurons, which receive and process information, and help connect different parts of the brain. We examine these cells in mice at three key stages of early development and discovered that at about four days after birth, male and female neurons show clear differences in the activity of certain genes. We also study the consequences of removing two genes, *Cux1* and *Cux2*, which are important for normal neuronal growth and organization. In their absence, male neurons are far more affected than female ones, showing pronounced changes in gene activity. These findings suggest that sex differences in brain development are important and should be considered when studying conditions like autism or epilepsy. Understanding these differences could lead to better, more personalized treatments for boys and girls in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00885-x.

## Highlights

- L2/3 cortical neurons exhibit transient sex-biased expression of autosomal genes at postnatal day 4
- Postnatal day 4 represents a critical point of transient sexual divergence during the differentiation of mouse cortical neurons
- CUX1/2 deficiencies trigger sex-specific dysregulation of sex-independent gene cascades
- CUX1/2 loss-of-function disproportionately affects male neurons during early postnatal development

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00885-x.

## Introduction

Most neurodevelopmental disorders (NDDs), such as intellectual disability, epilepsy, and autism spectrum disorder (ASD), exhibit significant sex differences in their risk, incidence, prognosis, and clinical presentation [78, 82, 101]. These disparities are not limited to sex chromosome-linked disorders (e.g., Rett syndrome, Fragile X) but are also evident in conditions associated with autosomal genetic variants [39, 80, 91]. Sex-dependent gene regulation, differential interactions with sex hormones, and environmental exposures are all recognized as factors potentially contributing to sex-bias [41, 53]. However, the field lacks mechanistic studies offering an integrative framework for understanding the influence of sex on brain development as well as on NDDs. This gap is particularly critical in the context of autosomal-linked NDDs, where sex differences are less intuitively explained.

The complex functions of the brain require the coordinated assembly of diverse neuronal types and circuits during development, as well as a tight spatiotemporal regulation of gene expression [38]. A single genetic mutation can destabilize the entire system, particularly if occurring early in development. Like a shock-wave or domino effect, alterations in a gene regulatory network can be amplified over time, often obscuring the root causes of the pathological phenotypes observed in NDDs [40].

It is not uncommon that disruptions in distinct genetic or cellular components converge to alter the same process and result in similar malfunctions, and conversely, that various mutations within the same gene can give rise to distinct phenotypes [22, 30, 68]. Compounding this already complex scenario, each sex introduces unique developmental differences that can differentially shape the cascading effects of gene mutations. Supporting this scenario, growing evidence indicates that many NDDs emerge from dysregulations during discrete developmental windows, commonly referred to as critical periods, when the brain is particularly sensitive to biological and environmental factors that can exert lasting effects on structure and function [55, 62]. It is therefore critically important to understand how genetic mutations might derail developmental gene expression in a sex-divergent manner, as well as the precise identification of such windows of sexual divergence.

Mutations in *CUX1* and *CUX2* genes are associated with epilepsy, ASD, intellectual disability, and global developmental delay (GDD) [1, 2, 12, 24, 48, 67, 69]. *CUX1* and *CUX2* encode for proteins that are members of the CUT class of transcription factors (TFs), a highly conserved family of homeobox genes in metazoans. The CUX1 and CUX2 proteins both contain three CUT repeats and a homeodomain [6] and function as transcriptional activators or repressors, depending on the promoter sequences and cellular context [76, 89, 93].

In mammals, *CUX/Cux* genes are expressed throughout the central and peripheral nervous systems (CNS and PNS) during development and into adulthood. Within the CNS, they are present in distinct progenitor and neuronal subpopulations of the dorsal telencephalon, the hypothalamus, and the cerebellum, among other regions [8, 23, 61, 73, 85, 87, 96]. In the cerebral cortex—where their roles have been most extensively characterized—their expression is conserved in pyramidal neurons of the upper layers of the neocortex in both mice and humans [61, 71, 81]. In the mouse hippocampus, *Cux2* marks a subpopulation of perinatal neurogenic progenitors but is not detected in neurons; transcriptomic studies indicate that *CUX2* is also expressed in the human hippocampus [13, 97]. In contrast, CUX1 protein is robustly expressed in the developing human dentate gyrus, whereas comparable studies in mice report little to no *CUX1* RNA or protein in developing or adult hippocampal regions [13, 61].

CUX/Cux homologues contribute to subtype-specific features of neurons in the neocortex, a key structure for high-order functions often affected in NDDs [17, 18, 49, 76]. The neocortex is organized in six layers, with neurons in each layer (L) sharing similar morphology, molecular identity, and connectivity patterns [28]. As mentioned above, the expression of *CUX1/Cux1* and *CUX2/Cux2* is a genetic signature of the excitatory pyramidal neurons that populate the most superficial layers of the brain. Among them, L2/3 neurons are particularly notable for their role in integrating information within different cortical areas and across the hemispheres. They are characterized by complex dendritic arbors and dense dendritic spines, and their long-range axons constitute a major component of the corpus callosum. Studies in the mouse have shown that proper differentiation of L2/3 neurons critically depends on the expression of *Cux1* and *Cux2 *[17, 20, 26].

In mice, *Cux1* and *Cux2* expression begins early in neuronal differentiation. CUX1 and CUX2 proteins are detected in migrating L2/3 neurons shortly after their birth at embryonic stages; their expression is thereafter maintained throughout the neurons’ postmitotic life [61]. In *Cux1* and *Cux2* single mutants, L2/3 neurons laminate normally, but dendritogenesis and synaptogenesis are defective [17]. Specifically, *Cux1* loss of function predominantly affects basal dendrites while *Cux2* mutations alter the apical compartment [18]. In double *Cux1;Cux2* mutants, the dendritic defects are additive and significantly exacerbated [17]. For other aspects of neural development, the two proteins show specific non-redundant actions. For example, CUX1 regulates the development of L2/3 callosal axons [76], whereas CUX2 controls the proliferation of L2/3 and L4 progenitors [16]. Despite their well-established roles in cortical development, little is known about their transcriptional targets or the dysregulation of gene expression caused by their loss in neurons. Consistent with a critical role in brain function, loss of these genes leads to several neurological phenotypes. In humans, patients carrying *CUX1* mutations in heterozygosis present with heterogeneous symptoms, including delayed speech and motor development, seizures, mild cerebellar symptoms, intellectual disability, and ASD [1, 24, 48, 67, 69]. Heterozygous *CUX2* mutations have likewise been identified in patients with rare epileptic encephalopathies, bipolar disorder, and intellectual disability [2, 12]. In mice, *Cux1* knock-out (KO) animals die shortly after birth, demonstrating the lethality of homozygous mutations [52]. Coinciding with human symptoms, heterozygous animals were shown to be more susceptible to seizures in a recent study [67]. In this study, no sex differences were found in mice or humans. On the other hand, defects in working memory have been reported in *Cux2* KO male mice, although the study did not examine females [17]. Overall, the lack of sex-specific analysis in both mouse and human studies, and particularly, the limited number of identified patients with pathogenic CUX mutations together prevented evaluation of potential sex differences in CUX functions, incidence, and clinical phenotypes. It therefore remains unclear whether CUX/*Cux* mutations interact with sex genotype.

In recent years, high-throughput approaches such as RNA-sequencing (RNA-seq) and microarray-based technology, have enabled an in-depth characterization of sex-biased gene expression. Most of these gene expression studies in the brain have focused on the adult, often analyzing gene expression in bulk RNA obtained from brain samples that included a mixture of cellular populations [63, 75, 86, 98]. This approach may mask sex-dependent differences in specific neuronal subpopulations or circuits. Herein, we investigated changes in gene expression specifically in L2/3 neurons. We isolated these cells from male and female mice of wild-type (WT) and *Cux1* and *Cux2* mutant genotypes across the perinatal window delimited by embryonic day (E) 19 and postnatal day (P) 7.

In the present study, we defined the sex-biased gene expression profile of WT L2/3 neurons across perinatal development. From very similar profiles at E19, sex-biased differences peaked at P4 before diminishing at P7. The data thus revealed two distinct sex-dependent differentiation trajectories that converge on a common molecular L2/3 identity by P7. This highlights the first postnatal week as a critical developmental window during which genetic or environmental insults may affect males and females differently. Accordingly, we found a significantly greater impact of *Cux1* and *Cux2* mutations on the transcriptome of male-derived relative to female-derived L2/3 neurons during this critical period. Notably, the sex-biased consequences of *Cux* mutations involved molecular cascades that are normally sex-independent, thus illustrating a sex-dependent derailment of L2/3 neuronal differentiation triggered by a somatic gene mutation. Together, our findings uncover previously unrecognized sex-dependent features of gene expression during perinatal cortical development and provide important insights into how autosomal mutations may affect sexual development to influence NDD risk and phenotype.

## Materials and methods

### Mice

C57BL6J^RccHsd^ mice (Envigo Laboratories, formerly Harlan) were used as wild-type animals. *Cutl1*^tm2Ejn^ (*Cux1*^*∆C*^) mouse line was obtained from A.J. van Wijnen (University of Massachusetts Medical School, Worcester, MA) [52]. *Cux2*^tm1.1Nieto^ (*Cux2*^−^) mice were previously generated and described as shown in [16]. The generation of a *Cux1* flox allele (*Cux1*^*f*^), and subsequently *Cux1*^*f/f*^ and *Cux1*^*f/∆23*^ mice, is detailed in Supplementary Methods. Transgenic mice were maintained in heterozygosis in the C57BL6J^RccHsd^ background. The day of appearance of a vaginal plug was defined as E0.5, and the day of birth, postnatal day 0 (P0). Animals were housed and maintained following the European Union guidelines (directive 2010/63/EU). Procedures were approved by the Ethical Committee of the Spanish National Research Council and the Ethical Animal Research Committee of Madrid following the National and European directives (PROEX: 215/19, 395/15, 124/17, and 058.1/22).

### In utero electroporation

Surgery was performed as previously described [5]. Timed pregnant mice were anesthetized with 3/98% isoflurane/oxygen and maintained at 1.5–2% isoflurane during the procedure. pCAG-GFP (AddGene, plasmid #11150) or a mixture of pCALNL-GFP (Addgene, plasmid #13770) and pCAG-iCre (Addgene, plasmid #89573) were injected at 1 µg/µl with Fast Green (0.1%, #F7252) into the lumen of the embryos´ ventricle system using pulled glass micropipettes. Five voltage pulses (50 ms, 38 V, spaced 950 ms) were applied with platinum tweezer-type electrodes (Sonidel Limited, #CUY650P5) oriented to the target somatosensory (SS) cortex. To collect embryonic samples, a c-section was performed at E19. For postnatal samples, P2 GFP^+^ pups were selected and developed normally until the adequate stage.

### Fluorescence-activated cell sorting and RNA extraction

Successfully electroporated brains were extracted at the specified developmental stages. The fluorescent cortical area was isolated using a microscope attached to a fluorescent lamp and maintained in cold PBS. A tail sample was collected for genotyping and sexing [56] (see Supplementary Methods). Dissected tissue was incubated for 15 min at 37ºC with 250 μl of a D-PBS/liberase solution (70/30%, Roche, #05401119001) and 300 units of DNaseI (Invitrogen, #18047019). Mechanical dissociation by pipetting was also performed. Then, enzymatic digestion was stopped by adding an equal volume of cold D-PBS/0.5% FBS (Merck, #F2442) followed by centrifugation (250 x g, 7 min, 4 °C). Pellets were gently resuspended in 400 μl of cold D-PBS/0.5% FBS with fire-polished glass pipettes. After another centrifugation, pellets were resuspended in 1.5 ml of cold PBS, and 450 μl of Debris Removal Solution (Miltenyi Biotec, #130–109–398) were added. Cell debris was removed following the manufacturer´s protocol. Finally, cells were resuspended in 200 μl of sort buffer (90% D-PBS, 0.5% FBS, 10% trehalose (Sigma, #T9531) and 0.5% DAPI (Merck, #D9542). FACS was performed in a BD FACS Aria II SORP Cell Sorter (BSL-2) at the CNIC (Madrid, Spain). Cells were collected in kit lysis buffer and snap-frozen to store them until used. RNeasy® Plus Micro Kit (Qiagen, #74034) was employed for RNA extraction. Final concentration and quality were determined by microfluidics-based automated electrophoresis using a Bioanalyzer (2100 Bioanalyzer System).

### RNA-sequencing and data processing

RNA libraries were generated in the Genomics Unit of the CNIC (Madrid, Spain). 300 pg of total RNA (RNA integrity number > 7.5) were used to generate barcoded RNA libraries using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (New England Biolabs, #E6420) according to the manufacturer’s instructions. Low Input RNA sequencing was performed using Illumina NextSeq 2000 (Illumina), and 60 nucleotides single-end reads were obtained. Different replicates per group and developmental stage were sequenced (WT: n = 4 at E19 per condition, n = 3 at P4, n ≥ 2 at P7; *Cux1*^*∆C/∆C*^: n = 4 at E19 per condition; *Cux1*^*∆23/∆23*^: n = 2 at P4; *Cux2*^−/−^: n = 4 at E19 per condition, n = 3 at P4). Single-end reads in FastQ format were quality-checked with FastQC (bcl2fastq 2.20 Software, Illumina) [27]. Data processing was performed using SeqNJoy (https://bioinfogp.cnb.csic.es/tools/seqnjoy/, manuscript in preparation). Unprocessed reads were aligned to the mouse genome (GRCm39, primary assembly) using hisat2 function of Bioconductor package Rhisat2 [42] (min-intronlen 20, max-intronlen 100,000): female samples were aligned to the Y-masked reference genome, and males were aligned to the YPAR-masked reference genome [66]. Duplicated reads were removed using removeDupReads function of Bioconductor package Rsubread [47] (threshold 50). IGV browser [74] was used to visualize alignment results. Mouse genes were quantified using featureCounts function of Bioconductor package Rsubread [47] (primaryOnly TRUE) with Mus_musculus.GRCm39.108.gtf file as genome annotation. Normalized counts were obtained using DESeq function of bioconductor package DESeq2 [50]. Principal component analysis (PCA) and Pearson correlation analysis were then conducted with variance-stabilized read count data using plotPCA function of bioconductor package DESeq2 [50] and pheatmap function of pheatmap package [43] respectively.

### Gene expression analysis

Differential expression analysis was performed for each comparison between conditions (*Cux* and sex genotypes) using DESeq function of bioconductor package DESeq2 [50] (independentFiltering TRUE). Results, including FDR values [4], were stored as Excel files and visualized using FIESTA [65]. log_2_Fold Change (log_2_FC) was used to assess changes in gene expression among conditions. Genes with a specific log_2_FC (|log_2_FC|> 0.5 for E19 and |log_2_FC|> 1 for P4 and P7 analysis) and FDR < 0.05 were considered differentially expressed. Volcano plots showing differentially expressed genes (DEGs) were generated using ggplot function of ggplot2 package [94]. Genes with positive log_2_FC values were considered up-regulated (URGs) while those with negative values were considered down-regulated (DRGs). Venny 2.1 software [90] was used to compare DEGs between conditions to identify common targets.

### Enrichment analysis

Overrepresentation analysis (ORA) of Gene Ontology (GO) terms for the biological process was performed using enrichGO function of R package clusterProfiler [95, 99] (pAdjustMethod = "BH") with a genome-wide annotation package for mouse [9]. DEGs, URGs, DRGs, and common DEGs were used as gene sets. GO categories with a p-value < 0.05 and a minimum count of three genes were considered significant. ggplot function of ggplot2 package [94] was used for data visualization.

## Results

### Sexual divergence in L2/3 neurons gene expression profiles during early postnatal development

Functional studies and clinical reports underscore the importance of *Cux* genes in the development of cortical functions [16–18, 67, 69, 76]. However, little is known about their transcriptional targets in the neocortex. To gain insight into the gene networks regulated by CUX1 and CUX2 in L2/3 neurons, we performed bulk RNAseq analysis of this subpopulation isolated from the somatosensory (SS) cortex of WT and *Cux1* and *Cux2* mutant mice. Homozygous *Cux2* ^−/−^ knock-out (KO) mice are viable, but *Cux1* germline KO mutants (*Cux1*^*∆C/∆C*^) die perinatally [16, 52]. To bypass this lethality, we produced a novel *Cux1* flox allele (hereafter, *Cux1*^*f*^) using CRISPR/Cas9 recombination to introduce two loxP sequences flanking exon 23. This exon encodes part of the homeodomain and the nuclear localization signal of CUX1, and its elimination produces a truncated protein that is rapidly degraded [52]. We confirmed that this approach eliminates expression of the full-length isoform of the CUX1 protein (CUX1 p200) by Western blot (see Supplementary Methods and Fig. S1). We then crossed *Cux1*^*f/f*^ mice with *Sox2*-Cre animals to generate a *Cux1*^*∆23*^ allele in the germline and thereafter, by intercrossing, a double heterozygous flox/KO mouse line (*Cux1*^*f/∆23*^). These double heterozygous mice show no obvious defects or phenotypes, and breed and grow normal. The latter genetic configuration ensures that upon CRE recombinase expression, only a single recombination event is required to generate CUX1-deficient neurons. Consequently, the approach enables efficient gene inactivation upon the expression of CRE.

For RNA analysis, we targeted expression of GFP specifically in L2/3 neurons by in utero electroporation (IUE) of their progenitors in the embryonic (E) 15.5 brain. In WT, *Cux1 *^*ΔC/ΔC*^, and *Cux2* ^−/−^mice, we only electroporated the plasmid encoding GFP. In *Cux1 *^*f/Δ23*^ mice, we added to the DNA mix another plasmid for the expression of CRE, thus selectively inducing the CRE-mediated recombination of the *Cux1* flox allele in the targeted cells to produce KO (*Cux1 *^*Δ23/Δ23*^) L2/3 neurons in viable heterozygous animals. Immunolabeling performed in histological brain sections confirmed the efficient CRE recombination of the *Cux1*^*f*^ allele and the elimination of the CUX1 protein specifically in the GFP^+^ L2/3 neurons of the electroporated animals (Fig. S1). L2/3 neurons obtained from *Cux1 *^*ΔC/ΔC*^ embryos and the postnatal *Cux1 *^*Δ23/Δ23*^ mutant neurons generated by IUE are hereafter referred to as *Cux1* KO L2/3 neurons. Likewise, L2/3 neurons from *Cux2* ^−/−^ mice are referred to as *Cux2* KO L2/3 neurons.

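GFP-labelled L2/3 neurons of single-sex samples were sorted after IUE, and the RNA of each sample was sequenced as 1 library. The 43 libraries comprised 4 per sex of WT, Cux1 KO and Cux2 KO neurons at E19, 3 per sex of WT and Cux2 KO neurons at P4, 2 of Cux1 KO males at P4, and 2 female and 3 male WT libraries at P7. The E19 libraries were sequenced in the first of 2 rounds and the P4 and P7 libraries in the second, so differences between E19 and the later stages cannot be separated from the round. The authors aligned single-end reads to GRCm39, removed duplicated reads, and deposited the number of reads counted on each of 56980 Ensembl genes, without normalization. Counts per library ran from 13321095 to 20715732 (median 16741478.5) at E19, from 19499125 to 60559585 (median 36485646.5) at P4 and from 15312029 to 27633827 (median 26325070) at P7. In the work described here the counts were normalized for library size by edgeR's TMM method and are given as CPM (mean ± SD over libraries). The groups of each comparison were compared by edgeR's quasi-likelihood test, which is two-sided, on the genes that filterByExpr kept. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5 at E19 or over 1 at P4 and P7, the thresholds of the methods. The methods used DESeq2, and its result with the prior it places on log2 fold changes is given beside that of edgeR where the calls differ. The targeted genes lie on chromosome 5. Cux1 (ENSMUSG00000029705) spans 136276755 to 136596408 and Cux2 (ENSMUSG00000042589) spans 121994429 to 122188521, and both are protein-coding genes. In WT neurons Cux1 was counted at 402 ± 60.7 CPM in females and 384 ± 72.5 in males at E19 (n = 4 each), at 136 ± 21.1 and 124 ± 40.0 at P4 (n = 3 each), and at 91.5 ± 8.36 and 96.3 ± 8.41 at P7 (n = 2 and 3). Cux2 was at 434 ± 56.3 CPM in WT females and 394 ± 72.6 in WT males at E19, at 35.8 ± 4.94 and 39.6 ± 9.40 at P4, and at 26.9 ± 2.93 and 33.3 ± 12.4 at P7. From E19 to P4 the mean log2 CPM of a list of astrocyte and radial glia genes rose by 2.16 in WT libraries. Astroglia among the sorted cells may thus contribute to the lower counts at P4 and P7. Each count covers a gene as a whole, so the counts cannot show the loss of the exon that the Cux1 alleles lack, and transcripts of a mutated gene are still counted.

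**Figure D1:**
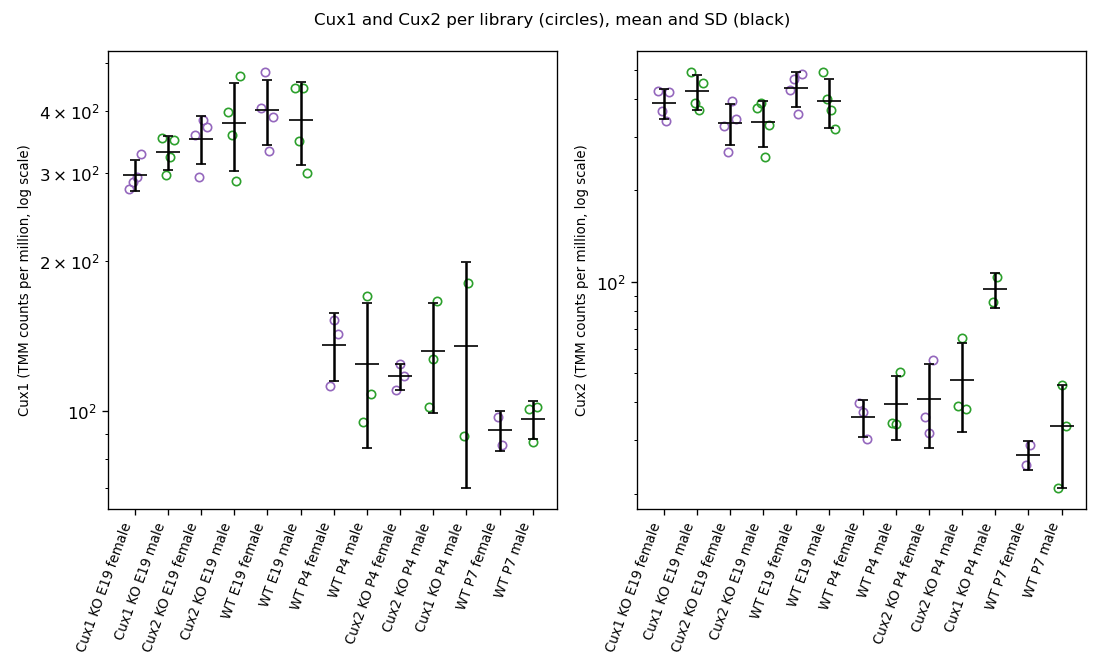
Counts of Cux1 and Cux2 in each library, as TMM CPM on a log axis, by genotype, sex and stage. Each point is 1 library and each bar is the mean of its group. Cux2 lies at 256.6 CPM or above in every E19 library and at 45.62 CPM or below in every P7 library.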

After IUE, we performed fluorescence-activated cell sorting (FACS) to isolate L2/3 neurons from SS cortices and sequenced RNA to compare their transcriptomic profiles at key developmental stages: (i) E19, an early stage of neuronal differentiation; (ii) P4, the start of neurite and axonal development; and (iii) P7, a stage preceding synaptic and axonal maturation (Fig. 1A). To evaluate sex differences in neuronal differentiation, we obtained female and male samples (Fig. 1B). Hereafter, L2/3 neurons from female and male mice are referred to as L2/3^F^ and L2/3^M^ neurons, respectively.

**Fig. 1:**
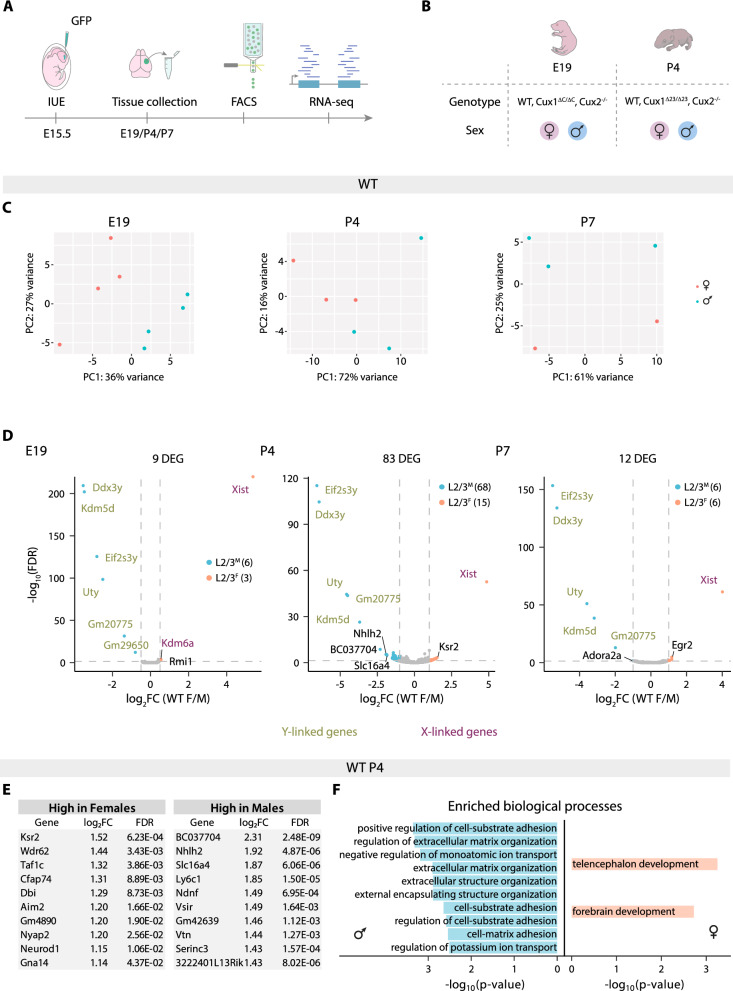
Sexual dimorphism in L2/3 neuronal gene expression peaks at P4. **A)** Schematic representation of the experimental workflow. Mice were subjected to IUE at E15.5 with plasmid to produce GFP. Fluorescent tissue was dissected and processed at different developmental stages (E19, P4 and P7). GFP^+^ cells were then isolated by fluorescence-activated cell sorting (FACS) and total RNA was extracted and submitted for sequencing in two separate rounds (first E19, and second, P4 and P7). **B)** Table summarizing the collected samples for RNA-seq. Female and male neurons of WT genotype were used at all stages. *Cux2* KO neurons were used at E19 and P4. *Cux1*^*ΔC/ΔC*^ neurons were used at E19 and *Cux1*^*Δ23/Δ23*^ neurons at P4. **C)** Principal component analysis of E19 (left), P4 (middle) and P7 (right) of WT samples. Indicated percentages on each axis represent the proportion of variation explained by the principal components. **D)** Volcano plots showing differentially expressed genes (DEGs) in WT L2/3^F^ neurons compared to L2/3^M^ at the indicated developmental stages. The effect size and direction for each gene is depicted in the x-axis as the log_2_Fold Change (log_2_FC). False Discovery Rate (FDR) values are represented on the -log_10_ scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs), respectively, based on the significance threshold. Green and purple names represent Y- and X-linked genes, respectively. Dashed lines mark the threshold in each plot: A, |log_2_FC|> 0.5, FDR < 0.05; B,C, |log_2_FC|> 1, FDR < 0.05. **E)** Tables showing the log_2_FC and FDR values of the top 10 autosomal DEGs in WT L2/3^F^ (left) and L2/3^M^ (right) neurons at P4. **F)** Representation of up to 10 most significant gene ontology biological processes obtained from the DEGs enrichment analysis of WT L2/3^M^ (left) and L2/3^F^ (right) neurons at P4. Color code is maintained from the volcano plots

Unexpectedly, we observed a significantly higher rate of neuronal death among *Cux1* KO L2/3 neurons compared to WTs during tissue dissociation. We hypothesize that this cell death results from a heightened vulnerability of CUX1-deficient neurons to mechanical shearing. The underlying mechanisms contributing to this sensitivity will be investigated in a separate study. This enhanced fragility was more pronounced with maturation and prevented the collection of any RNA samples from P7 *Cux1* KO L2/3 neurons, but we were able to collect samples from P4 *Cux1* KO males. 

We first compared the gene expression profiles of L2/3 and L2/3 neurons from WT animals across developmental stages and sex. A principal component analysis (PCA) revealed that, for each stage, samples cluster according to sex (Fig. 1C). This indicates sex-dependent L2/3 differentiation trajectories in a WT genetic background. 

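The components were computed from variance-stabilized counts of the 500 most variable genes among the WT libraries of each stage, as the plotPCA function does. The first and second components carried 36.2% and 27.1% of the variance at E19, 69.8% and 17.0% at P4, and 60.7% and 24.8% at P7. Separation of the sexes on these 2 components was measured as the ratio of the variance between sexes to that within them, and set against every assignment of the libraries to 2 groups of the same sizes. The ratio was 6.32 at E19 (exact permutation p = 0.0286, the smallest that 4 against 4 allow), 3.80 at P4 (exact p = 0.1, the smallest that 3 against 3 allow) and 1.18 at P7 (exact p = 0.5, n = 2 and 3). The library nearest to each library was of the same sex in 8 of 8 cases at E19, 4 of 6 at P4 and 2 of 5 at P7. The restriction to autosomal genes moved the E19 result most, to a ratio of 0.748 (exact p = 0.514) with 2 of 8 nearest libraries of the same sex. At P4 it gave 3.22 (exact p = 0.2) and at P7 0.942 (exact p = 0.5).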

Notably, the differences in gene expression (i.e., number of differentially expressed genes (DEGs)) in females and males varied across postnatal differentiation. At E19, an early stage of differentiation, only 9 DEGs were detected. This number increased substantially to 83 DEGs at P4, and then decreased to 12 DEGs at P7 (Fig. 1D and Tables S1-3). 

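Between WT females and WT males, 8 of 17344 tested genes were DEGs at E19, 0 of 19213 at P4 and 5 of 20271 at P7. At an unadjusted p under 0.05, 637 genes differed at E19, 1398 at P4 and 883 at P7. The smallest adjusted p at P4 was 0.0602, for the sex-linked genes Xist and Eif2s3y. In simulated data with 200 genes changed by a log2 fold change of 2, edgeR recovered 99.5% of them at E19 and 12.5% at P4. The edgeR counts of these stages can thus differ through power alone. DESeq2 moved the edgeR counts most. With its log2FC prior it called 9 genes at E19, 85 at P4 and 12 at P7, and without the prior 13, 238 and 75. At P4, edgeR called 7 genes when all P4 groups were fitted together and 5 when no gene was filtered. With each library left out in turn, the E19 count stayed at 7 or 8, the P4 count stayed at 0, and the P7 count fell to 0 without any 1 of the 3 male libraries. Leaving out a P7 female library leaves 1 female, so that count was not made. The total counts of the WT libraries at P4 ran from 20919432 to 37079440 in females and from 35891853 to 60559585 in males.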

X- and Y-linked genes such as *Xist*, *Ddx3y*, and *Kdm5d*, were the most differentially expressed at all the stages, but the DEGs were enriched in autosomal genes. 

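Xist (ENSMUSG00000086503, lncRNA gene, chromosome X from 102503972 to 102537573) was at 682 ± 141 CPM in WT females and 0.447 ± 0.186 in WT males at E19, a log2 fold change of 10.54 (SE 0.236, edgeR adjusted p = 1.92e-11). At P4 it was at 43.9 ± 15.3 CPM in females and 0.0967 ± 0.0602 in males (log2 fold change 8.71, adjusted p = 0.0602), and at P7 it was at least 404-fold higher in females (adjusted p = 0.0405). Ddx3y (ENSMUSG00000069045, protein-coding gene, chromosome Y from 1260715 to 1286663) was at 52.3 ± 7.23 CPM in males at E19, 111 ± 34.3 at P4 and 95.2 ± 14.1 at P7, at least 285-fold, 773-fold and 474-fold above females (adjusted p = 3.97e-08, 0.0812 and 0.0154). Kdm5d (ENSMUSG00000056673, protein-coding gene, chromosome Y from 897569 to 956786) was at 46.2 ± 5.29, 29.8 ± 14.3 and 20.9 ± 2.77 CPM in males, at least 252-fold, 207-fold and 104-fold above females (adjusted p = 3.97e-08, 0.251 and 0.0405). Y-linked counts of females were 0 in every library by construction, because the authors aligned female reads to a genome whose Y chromosome was masked, so Xist is the gene that checks the sex labels. At P7 the adjusted p of Xist and Ddx3y did not stay under 0.05 in the 3 fits that left out 1 male library (highest 0.603 for Xist and 0.339 for Ddx3y). Of the DEGs, 0 of 8 were autosomal at E19 and 0 of 5 at P7. DESeq2 with its prior called 1 autosomal gene at E19 and 6 at P7.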

Most remarkably, at P4, only 12 of the 83 DEGs (14%) were sex-linked genes, indicating sex-biased autosomal gene expression during differentiation (Fig. 1E). Furthermore, the majority of the DEGs at this stage showed increased expression in L2/3^M^ neurons compared to L2/3^F^ neurons (Fig. 1D). Together, these results demonstrate a sexually dimorphic transcriptional regulation during L2/3 neuronal differentiation, involving both sex-linked and autosomal genes. Moreover, the data highlights P4 as the peak in sex-dependent transcriptional divergence, while the decrease in differences by P7 indicates a convergence of gene expression at later stages. 

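At P4, 0 genes passed the edgeR threshold, so no split by direction or chromosome was possible at that threshold. DESeq2 with its log2FC prior called 17 genes higher in L2/3F and 68 higher in L2/3M neurons, of which 7 were X-linked, 6 Y-linked and 72 autosomal. Of the autosomal calls 57 were higher in males and 15 in females. All 83 genes of Table S2 had the sign of that table in the edgeR fit and an unadjusted p under 0.05, and 0 of them had an adjusted p under 0.05. The table was chosen on these same libraries, so this is no independent evidence. The prior lowers the size of each log2 fold change, and with it the log2 fold changes of Table S2 were matched to within 0.00497.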

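Whether the difference between the sexes itself changed with stage was tested by an interaction term in edgeR, over WT libraries of both sexes and 2 stages. Between E19 and P4, 15 of 20091 genes passed an adjusted p of 0.05 and 2245 had an unadjusted p under 0.05. All of the 15 were autosomal. Of 80 arrangements of the sex labels within stage, the real one included, 61 gave at least 15 genes. The count of 15 is thus no more than random sex labels give. Without single libraries the count ran from 8 (without WT E19 female replicate 1) to 279 (without WT P4 male replicate 2). Between P4 and P7, 0 of 22385 genes passed, 1214 had an unadjusted p under 0.05, and the smallest adjusted p was 0.881. DESeq2, which was run without its prior for these terms, called 436 and 151 genes. From the number of DEGs at each stage the paper states that sexual divergence peaks at P4 and that expression converges by P7.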

Next, we performed over-representation analyses (ORA) to identify biological processes differentially regulated by sex at P4. This method determines whether certain biological categories (such as pathways, gene ontologies, or functional annotations) are more represented in a given list of genes than would be expected by chance. ORA of the P4 DEGs showed increased expression of genes associated with potassium ion transport, such as *Kcna2*, and with cell adhesion and extracellular matrix organization, such as *Nid1, Ndnf,* or *Slc2a10,* in L2/3^M^ neurons compared to L2/3^F^. By contrast, genes involved in fundamental processes of telencephalic development, including *Dbi*, *Neurod1,* and *Wdr62*, showed higher expression in L2/3^F^ neurons than in L2/3^M^ neurons (Fig. 1F and Tables S15,16).

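At P4, Kcna2 (ENSMUSG00000040724, protein-coding gene, chromosome 3 from 107008237 to 107022321) was at 12.6 ± 3.87 CPM in females and 34.5 ± 5.58 in males (log2 fold change -1.44, SE 0.305, unadjusted p of 0.00261, adjusted p = 0.549) by edgeR (n = 3 each). Nid1 (ENSMUSG00000005397, protein-coding gene, chromosome 13 from 13612071 to 13686860) was at 9.38 ± 2.36 CPM in females and 23.7 ± 4.02 in males (log2 fold change -1.33, SE 0.286, unadjusted p of 0.0029, adjusted p = 0.549). Ndnf (ENSMUSG00000049001, protein-coding gene, chromosome 6 from 65648574 to 65689310) was at 15.0 ± 7.90 CPM in females and 70.5 ± 21.7 in males (log2 fold change -2.22, SE 0.459, unadjusted p of 0.00233, adjusted p = 0.549). Slc2a10 (ENSMUSG00000027661, protein-coding gene, chromosome 2 from 165345336 to 165361838) was at 8.07 ± 0.418 CPM in females and 22.3 ± 7.31 in males (log2 fold change -1.46, SE 0.315, unadjusted p of 0.00295, adjusted p = 0.549). For each of these 4 genes every male library lay above every female library, and at 3 against 3 chance keeps the groups apart, in either direction, for 10% of genes. With DESeq2 and its prior the adjusted p-values were 0.00382, 0.00427, 0.000713 and 0.00608. The gene ontology analysis was not rerun, because no annotation of gene ontology terms was at hand.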

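Dbi (ENSMUSG00000026385, protein-coding gene, chromosome 1 from 120041010 to 120048808) was at 129 ± 87.2 CPM in females and 29.9 ± 9.09 in males (log2 fold change 2.12, SE 0.538, unadjusted p of 0.00662, adjusted p = 0.656) by edgeR at P4. With each library left out in turn, its log2 fold change ran from 1.43 to 2.49. Neurod1 (ENSMUSG00000034701, protein-coding gene, chromosome 2 from 79282865 to 79287294) was at 14.9 ± 0.768 CPM in females and 5.08 ± 1.68 in males (log2 fold change 1.56, SE 0.356, unadjusted p of 0.00389, adjusted p = 0.565). Wdr62 (ENSMUSG00000037020, protein-coding gene, chromosome 7 from 29939559 to 29979898) was at 15.6 ± 2.28 CPM in females and 1.43 ± 1.04 in males (log2 fold change 3.45, SE 0.739, unadjusted p of 0.00281, adjusted p = 0.549). Every female library lay above every male library for these 3 genes. Of the 20 genes of Fig. 1E, 0 had an edgeR adjusted p under 0.05 over all genes, 20 had an unadjusted p under 0.05, and 20 passed when the adjustment covered the list alone. The list was chosen on these libraries, so the count over the list is not independent evidence. Their edgeR adjusted p-values lay between 0.467 and 0.675, while DESeq2 with its prior gave 20 of 20 under 0.05. The libraries of the sexes did not overlap for 20 of the 20 genes. Of these, 3 were at the floor of 3 counts in 1 sex. BC037704 and Gm42639 were at least 49.9-fold and 45.4-fold higher in males, and Ksr2 at least 32.1-fold higher in females.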

In view of these findings, we compared the subsets of DEGs obtained from the prior analyses at each developmental stage to determine the genes consistently deregulated in L2/3^F^ and L2/3^M^ neurons across development. 

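No gene was a DEG between WT females and WT males at each of the 3 stages with edgeR, where 0 genes were shared because none passed at P4. The 6 genes Ddx3y, Eif2s3y, Gm20775, Kdm5d, Uty and Xist were called at each stage by DESeq2 with its prior, and 0 autosomal genes were. When all groups of a stage were fitted together, edgeR shared 5 genes, Ddx3y, Eif2s3y, Kdm5d, Uty and Xist. At P4 Eif2s3y (ENSMUSG00000069049, protein-coding gene, chromosome Y from 1008409 to 1047462) was at 84.1 ± 20.9 CPM in males, at least 586-fold above females (edgeR unadjusted p of 6.27e-06). Uty (ENSMUSG00000068457, protein-coding gene, chromosome Y from 1096855 to 1245759) was at 31.3 ± 11.3 CPM in males at P4, at least 218-fold above females (adjusted p = 0.119). Gm20775 (ENSMUSG00000075359, unprocessed pseudogene, chromosome Y from 10641257 to 10643107) was at 21.6 ± 5.50 CPM, at least 151-fold above females (adjusted p = 0.118). At E19 the same 3 genes were at least 298-fold, 112-fold and 42.2-fold higher in males (adjusted p = 7.72e-07, 3.75e-07 and 1.59e-05), and at P7 Eif2s3y and Gm20775 were at least 469-fold and 61.8-fold higher (adjusted p = 0.0154 and 0.171), with an adjusted p of 0.0405 for Uty.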

Only sex-linked genes were differentially expressed in L2/3^M^ and L2/3^F^ neurons across the three stages: five Y-linked genes (*Kdm5d*, *Eif2s3y*, *Uty*, *Ddx3y,* and *Gm20775*) and one X-linked gene (*Xist*). No autosomal genes showed consistent differences between the sexes across development. Thus, autosomal gene expression diverges in a sex dimorphic manner transiently and acutely at P4 in L2/3^M^ and L2/3^F^ neurons. Overall, our data reveal a transient peak of sex-dependent differences in gene expression in L2/3 neurons. This suggests the existence of a perinatal window of heightened susceptibility to sex-dependent neurodevelopmental phenotypes. Insults or genetic mutations that affect, directly or indirectly, the divergent transcriptional regulation of male and female L2/3 neurons during this critical period may trigger a cascade of developmental events that ultimately alter adult circuitries only in one sex.

### *Cux1* regulates L2/3 differentiation in a sex-dependent manner

Our analysis revealed sex-dependent differences in the transcriptional profiles of L2/3 neurons during perinatal development. These differences peaked at P4 and diminished by P7, suggesting that male and female neurons undergo differentiation through distinct molecular trajectories that ultimately converge on a shared transcriptional state by P7. We next evaluated the effects of *Cux1* loss of function in this neuronal subpopulation. First, we compared WT and *Cux1* KO L2/3 neurons within each sex to control for sex-biased gene expression and isolate the specific effects of the KO. In E19 samples, this analysis identified 29 DEGs (19 up-regulated genes (URGs) and 10 down-regulated genes (DRGs)) in *Cux1* KO L2/3^F^ neurons and 69 DEGs (24 URGs and 45 DRGs) in *Cux1* KO L2/3^M^ neurons compared to their WT counterparts. Thus, the analysis revealed more dramatic changes in males than in females (Fig. 2A, B and Tables S4, 5). Moreover, only nine genes showed dysregulation in the two sexes. Among them, *Nrp2, Spock1*, and *Fat3* are notable for their role in neuron migration and dendritic development [11, 21, 29] (Fig. 2B, C and Table S6). 

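Cux1 itself was at 298 ± 21.3 CPM in Cux1 KO L2/3F neurons against the WT female mean given above for E19 (log2 fold change -0.43, SE 0.1, edgeR adjusted p = 0.286), and at 330.4 ± 25.7 CPM in Cux1 KO L2/3M neurons (log2 fold change -0.23, SE 0.116, adjusted p = 0.543). Cux2 was at 388 ± 43.3 CPM in the KO females (log2 fold change -0.16, adjusted p = 0.768) and 424 ± 57.4 in the KO males (0.09, adjusted p = 0.852). At the E19 threshold, 10 of 17376 genes were DEGs in KO females (8 up, 2 down) and 17 of 17362 in KO males (7 up, 10 down), with n = 4 in each group. At an unadjusted p under 0.05 the counts were 1194 and 1798. DESeq2 with its log2FC prior called 29 (19 up and 10 down) in females and 73 (27 up and 46 down) in males, and edgeR without the filter on low counts 63 and 91. Leaving out single libraries moved the edgeR count from 2 without Cux1 KO E19 female replicate 3 to 30 without WT E19 female replicate 3 in females and from 0 without Cux1 KO E19 male replicate 4 to 16 without Cux1 KO E19 male replicate 1 in males. The total counts ran from 15625097 to 18595471 in KO females, from 16294596 to 17553081 in WT females, from 16689030 to 19044421 in KO males and from 13321095 to 18199349 in WT males. Of the genes of Fig. 2B, 7 of 10 in females and 9 of 10 in males had an edgeR adjusted p under 0.05 over all genes, and 10 and 10 over the list alone, which had been selected on these libraries. Among autosomal DEGs whose groups did not overlap, the largest changes in KO females were 1.92 for Col26a1 (ENSMUSG00000004415, protein-coding gene, chromosome 5 from 136770613 to 136912063) (adjusted p = 0.0102), 1.49 for Kcnc2 (ENSMUSG00000035681, protein-coding gene, chromosome 10 from 112105226 to 112302929) (adjusted p = 0.00454), -1.14 for Adamts2 (ENSMUSG00000036545, protein-coding gene, chromosome 11 from 50492787 to 50698400) (adjusted p = 0.0431) and -0.72 for Zfp157 (ENSMUSG00000036898, protein-coding gene, chromosome 5 from 138439721 to 138461953) (adjusted p = 0.0092). In KO males they were 1.42 for Kcnc2 (adjusted p = 0.0164), 1.20 for Dact1 (ENSMUSG00000044548, protein-coding gene, chromosome 12 from 71356543 to 71366881) (adjusted p = 0.0124), -1.59 for Lgi1 (ENSMUSG00000067242, protein-coding gene, chromosome 19 from 38252960 to 38300662) (adjusted p = 0.05), -1.47 for Pttg1 (ENSMUSG00000020415, protein-coding gene, chromosome 11 from 43311071 to 43321000) (adjusted p = 0.0164) and -1.45 for Vsnl1 (ENSMUSG00000054459, protein-coding gene, chromosome 12 from 11375161 to 11488178) (adjusted p = 0.0401). With all libraries Lgi1 lay just under the threshold, and without 1 library at a time it had adjusted p-values from 0.0838 to 0.151, so no single omission left it under 0.05. Of the 10 DEGs in KO females, 3 lay within 5 Mb of Cux1 (one-sided Fisher's exact p = 6.34e-05). They were 4933404O12Rik, Col26a1 and Zfp157, so sequence flanking the targeted allele may contribute to them. In KO males 1 of the 17 did, 4933404O12Rik (p = 0.131, same Fisher test).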

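Whether males had more DEGs than females was tested by exchanging the sex labels among the libraries of each genotype, on autosomal genes alone. With the real labels, KO males had 7 more DEGs than KO females with edgeR and 40 more with DESeq2 and its prior. A difference at least as large in favor of males arose in 22 of 60 labelings with edgeR, the real one included, and in 12 of 26 with DESeq2. In a model with both sexes, 0 of 18318 genes had a genotype effect that differed between the sexes (interaction test of edgeR, smallest adjusted p = 0.962), and 697 had an unadjusted p under 0.05. Of the 64 genes that DESeq2 with its prior called in males alone, 60 changed in the same direction in females (exact binomial p = 7.36e-14, two-sided), at a median of 0.333 of the male log2 fold change. Of the 20 called in females alone, 20 changed in the same direction in males.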

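By edgeR 6 genes were DEGs in both sexes and all had the same sign (4933404O12Rik, Dact1, Kcnc2, Nrn1, Nrp2 and Zfp811), where 0.00999 were expected by chance (Fisher's exact p = 7.71e-17, one-sided). DESeq2 with its prior shared 9, all with the same sign. The KO libraries were compared with different WT libraries in each sex, so no control was shared. Sequence flanking the targeted allele, present in both KO sexes, may contribute to the call of 4933404O12Rik. Nrp2 (ENSMUSG00000025969, protein-coding gene, chromosome 1 from 62742444 to 62857854) was at 18.7 ± 2.53 CPM in KO females and 6.80 ± 1.75 in WT females (log2 fold change 1.46, SE 0.192, adjusted p = 0.0092) and at 15.9 ± 2.45 CPM in KO males and 6.90 ± 0.932 in WT males (log2 fold change 1.20, adjusted p = 0.0292). Spock1 (ENSMUSG00000056222, protein-coding gene, chromosome 13 from 57569008 to 58056146) was at 16.8 ± 1.94 CPM in KO females and 35.8 ± 13.4 in WT females (log2 fold change -1.10, SE 0.218, adjusted p = 0.187), and had a log2 fold change of -1.32 in males (adjusted p = 0.0734). Fat3 (ENSMUSG00000074505, protein-coding gene, chromosome 9 from 15821485 to 16412581) was at 24.1 ± 3.74 CPM in KO females and 40.9 ± 10.6 in WT females (log2 fold change -0.76, SE 0.178, adjusted p = 0.286), with -0.81 in males (adjusted p = 0.216). With single libraries left out, the adjusted p of Nrp2 stayed between 0.00562 and 0.0602 in females, and that of Spock1 between 0.0229 and 0.272 in males. Of the genes of Table S6 for this overlap, 5 of 9 had an adjusted p under 0.05 in females over all genes, and 9 over the list alone.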

As for sex-biased expression, ORA analyses showed that the most affected biological processes in *Cux1* KO L2/3^F^ neurons were related to neuronal development, whereas genes involved in ion channels and the Erk1 and Erk2 cascade were the most overrepresented in *Cux1* KO L2/3^M^ neurons (Fig. 2D and Tables S17, 18). 

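Adamts2 was at 30.4 ± 8.03 CPM in Cux1 KO females and 67.2 ± 12.5 in WT females at E19 (log2 fold change -1.14, SE 0.183, edgeR unadjusted p of 2.48e-05), and each KO library lay below each WT library. It passed an adjusted p of 0.05 in 3 of the 8 fits that left out 1 library, where the adjusted p ran from 0.015 to 0.219. Under DESeq2 with its prior the adjusted p was 4.08e-07.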

L2/3^F^ neurons also showed a noticeable reduction of *Adamts2* expression **(**Fig. 2B and Table S4). This gene defines a subtype of L2/3 neurons in the SS cortex [14] but did not show sex-biased expression in our analysis of WT L2/3 neurons (Tables S1-3). Thus, our data indicate that CUX1 contributes to the specification of *Adamts2*^+^ L2/3 neurons only in females, while males might count on CUX1-independent regulatory cascades for an equivalent specification. 

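In WT neurons Adamts2 was at 50.4 ± 11.5 CPM in males at E19, with a log2 fold change of 0.41 between females and males (edgeR unadjusted p of 0.0341, adjusted p = 0.992), and at P7 the log2 fold change was -0.06 (adjusted p = 1). At P4 it was too low for the filter, at 0.564 ± 0.92 CPM in females and 0.0823 ± 0.143 in males. The P7 value ran from -0.36 to 0.66 in the 3 fits that left out 1 male library.

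**Figure D2:**
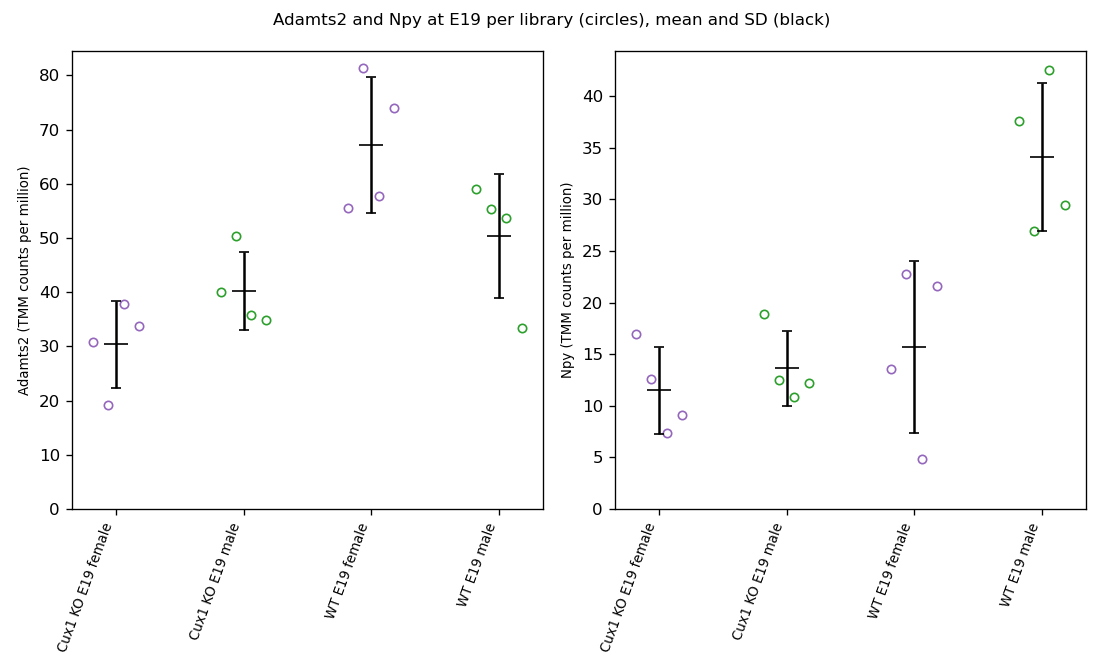
Counts of Adamts2 and Npy in single libraries, as TMM CPM, by genotype and sex. Each point is 1 library and each bar is the mean of its group. At E19 each Cux1 KO female library lies below each WT female library for Adamts2.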

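In Cux1 KO males at E19, Adamts2 was at 40.2 ± 7.11 CPM (log2 fold change against WT males -0.34, SE 0.169, edgeR unadjusted p of 0.0695, adjusted p = 0.538). Its change in males minus that in females was 0.81 (SE 0.271, edgeR interaction unadjusted p of 0.00781, adjusted p = 0.962), so the difference between the sexes did not pass the correction for all genes. The paper concludes from the lower Adamts2 in females, and from its lack of sex-biased expression in WT neurons, that CUX1 contributes to the specification of Adamts2-positive neurons only in females, and proposes cascades independent of CUX1 in males.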

The impact of *Cux1* loss of function on *Adamts2* expression is a good illustration of how differentiation trajectories can be selectively affected by an autosomal mutation only in one sex and of how these alterations might be diagnosed only upon the correct interrogation.

**Fig. 2:**
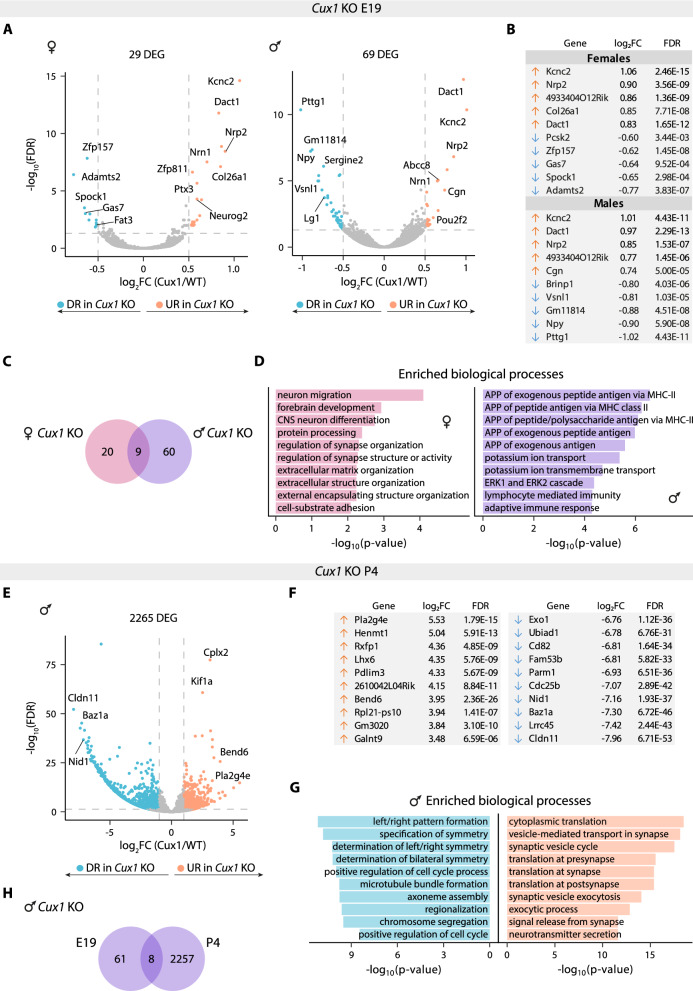
Sex- and time-dependent *Cux1* transcriptional regulation in L2/3 neurons.** A)** Volcano plots showing differentially expressed genes (DEGs) in *Cux1* KO L2/3^F^ (left) and L2/3^M^ (right) neurons compared to WT controls at E19. The effect size and direction for each gene is depicted in the x-axis as the log_2_Fold Change (log_2_FC). False Discovery Rate (FDR) values are represented on the -log_10_ scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significance threshold marked by the dashed lines (|log_2_FC|> 0.5, FDR < 0.05). **B)** Table showing the log_2_FC and FDR values of the top 5 URGs (orange arrow) and DRGs (blue arrow) in *Cux1* KO L2/3^F^ (top) and L2/3^M^ (bottom) neurons at E19. **C)** Venn diagram showing the overlap of DEGs between *Cux1* KO L2/3^F^ (magenta) and L2/3^M^ (purple) neurons at E19. **D)** Representation of up to 10 most significant gene ontology biological processes obtained from the DEGs enrichment analysis of *Cux1* KO L2/3^F^ (magenta) and L2/3^M^ (purple) neurons . APP: antigen processing and presentation. **E)** Volcano plot showing DEGs in *Cux1* KO L2/3^M^ neurons compared to controls at P4 (|log_2_FC|> 1, FDR < 0.05). **F)** Tables showing the log_2_FC and FDR values of the top 10 URGs (left) and DRGs (right) genes in *Cux1* KO L2/3^M^ neurons at P4. **G)** Representation of up to 10 most significant gene ontology biological processes obtained from URGs/DRGs of *Cux1* KO L2/3^M^ neurons at P4. Color code is maintained from the volcano plot. **H)** Venn diagram showing the overlap of DEGs between *Cux1* KO L2/3^M^ neurons at E19 (left) and P4 (right)

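The Cux1 KO neurons at P4 came from a conditional allele recombined by a CRE plasmid, and those at E19 from a germline allele, so stage and type of allele changed together. WT mice received a GFP plasmid without CRE, and the methods list another GFP plasmid for the mix with CRE. The Cux1 KO neurons at P4 also lay in heterozygous animals. These differences cannot be told apart from loss of Cux1 in the P4 comparisons. Cux1 was at 135 ± 64.7 CPM in the KO L2/3M neurons (n = 2) and had a log2 fold change of 0.12 (SE 0.414, edgeR adjusted p = 0.912), while Cux2 was at 94.7 ± 12.5 CPM (1.26, SE 0.262, adjusted p = 0.0905). Without each library in turn, the Cux1 value ran from -0.49 to 0.54. Between the 2 KO and 3 WT male libraries, 0 of 19601 genes were DEGs, 4021 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0764. In simulated data of this design edgeR recovered 0% of genes given a log2 fold change of 2, so its count of 0 does not show a lack of changes. With all groups of P4 in one fit edgeR called 2597, 874 up and 1723 down. DESeq2 with its log2FC prior called 2273 genes, 836 up and 1437 down, and without the prior 3242. The KO libraries held 19499125 and 40421655 counts. Of the 20 genes of Fig. 2F, 0 had an edgeR adjusted p under 0.05 over all genes and 20 over the list alone, which had been selected on these libraries.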

Next, we performed the analysis of L2/3^M^ samples at P4 and identified 2265 DEGs (836 URGs and 1429 DRGs) in *Cux1* KO vs WT (Fig. 2E, F**,** and Table S7). Comparing this data to the effects of *Cux1* KO at E19, there is a more significant impact of CUX1 deficiency over time. This may be due to a progressive opening of CUX1 binding regions during differentiation, a cascade-like amplification of the transcriptional dysregulation occurring at previous stages, or a combination of both. As we were unable to isolate L2/3^F^ samples at P4, we could not evaluate the possibility of a sex-bias component of this increased dysregulation. Interestingly, among the DRGs we found diminished expression of *Baz1a* (Fig. 2E, F**,** and Table S7)*.* This gene is expressed only in a subset of L2/3 neurons in the SS cortex and primes them for adaptive responses in sensory processing [14]. 

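Baz1a (ENSMUSG00000035021, protein-coding gene, chromosome 12 from 54939053 to 55061139) had at most 2 counts in each Cux1 KO library at P4 and 39.5 ± 9.62 CPM in WT males, at least 245-fold lower in the KO (edgeR unadjusted p of 1.6e-05, adjusted p = 0.0764, DESeq2 with its prior 6.9e-46). Other genes of Fig. 2F were at the floor of 3 counts in the KO as well, and Cldn11 (ENSMUSG00000037625, protein-coding gene, chromosome 3 from 31203900 to 31218495) and Nid1 were at least 308-fold and 147-fold lower. In the other direction, Lhx6 (ENSMUSG00000026890, protein-coding gene, chromosome 2 from 35971964 to 35995601) and Rxfp1 (ENSMUSG00000034009, protein-coding gene, chromosome 3 from 79548868 to 79645280) were at the floor in WT males and at least 447-fold and 147-fold higher in KO males (adjusted p = 0.087 and 0.0785). Of 11522 genes with counts in each WT male library and a mean from 1 to 64 CPM, 1866 had 0 counts in 1 KO library and 1065 in the other.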

Besides *Baz1a*, *Cux1* KO also negatively impacted the expression of genes involved in microtubule formation, cell asymmetry, cytoskeleton regulation, and cilia mechanisms. 

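Genes of cilia were tested as a list of 12 genes of ciliated ependymal cells chosen before the data were examined. Their mean log2 fold change in Cux1 KO males at P4 was -5.67, with 0 of 12 genes higher (fry unadjusted p of 0.00205, adjusted p = 0.0678 over all lists and comparisons, two-sided, by limma), and camera gave an adjusted p of 2.74e-06. At P4 these genes were higher than at E19 in the WT libraries, and the count of a list cannot tell loss of expression in L2/3 neurons from fewer ependymal cells among the sorted ones.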

Meanwhile, the analysis of URGs revealed enrichment in synaptic functions, vesicle-mediated transport, and exocytosis, all of which are in agreement with the reported functions of CUX1 in dendritic differentiation [17, 18] (Fig. 2G and Tables S19, 20).

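The list of 10 short synapse genes had a mean log2 fold change of 1.89 in Cux1 KO males at P4 (fry adjusted p = 0.11, two-sided), with 10 of 10 genes higher. For the 10 long synapse genes it was -0.53 (fry adjusted p = 0.558), with 5 of 10 higher. Both lists were drawn up with the list of cilia genes and differ in the length of their genes.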

To identify regulatory transcriptional networks commonly dysregulated across development in *Cux1* KO L2/3^M^ neurons, we compared the DEGs at E19 and P4. We identified only eight shared DEGs, which included *Npy*, *Pou2f2,* and *Fat3* (Fig. 2H and Table S6). 

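Between the E19 and P4 comparisons of Cux1 KO males, edgeR shared 0 DEGs, because none passed at P4. DESeq2 with its log2FC prior shared 10, of which 4 changed in the same direction at both stages, and 8.56 were expected by chance (Fisher's exact p = 0.351, one-sided). Npy (ENSMUSG00000029819, protein-coding gene, chromosome 6 from 49799026 to 49806489) was at 13.6 ± 3.60 CPM in KO males and 34.1 ± 7.18 in WT males (log2 fold change -1.33, SE 0.192, adjusted p = 0.0367) at E19, where the adjusted p ran from 0.0147 to 0.135 with single libraries left out. At P4 it was at 125.5 ± 33.1 CPM in KO males and 30.7 ± 25.2 in WT males, a change in the opposite direction (log2 fold change 2.04, SE 0.686, edgeR adjusted p = 0.193). Pou2f2 (ENSMUSG00000008496, protein-coding gene, chromosome 7 from 24786769 to 24879151) rose by a log2 fold change of 0.98 at E19 (adjusted p = 0.197) and was at least 41.3-fold lower in KO males at P4 (adjusted p = 0.12). Fat3 was at 5.83 ± 1.34 CPM in KO males and 19.4 ± 10.4 in WT males at P4 (log2 fold change -1.73, SE 0.631, adjusted p = 0.222). Vsnl1, of the same table, changed by -1.45 at E19 and by 2.30 at P4 (adjusted p = 0.103). Of the genes of Table S6 for this overlap, 0 of 8 had an edgeR adjusted p under 0.05 at P4 over all genes and 8 over the list alone.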

Notably, NPY is expressed mostly, but not exclusively, in GABAergic interneurons [32], and is affected in a variety of neuropathological processes, including depression, bipolar disorder, schizophrenia, schizoaffective disorder, and Alzheimer’s disease [3, 7, 44, 45, 58, 59]. On the other hand, *Pou2f2* is known to contribute to the development of neuronal subtypes in the retina and spinal cord [31, 36], and the atypical cadherin FAT3 for controlling dendritic morphology in retinal neurons [21].

Finally, we compared the gene expression of *Cux1* KO neurons to that of WT neurons of opposite sex. This analysis evaluates the possibility that the deficiency amplifies or attenuates sex differences. Interestingly, E19 *Cux1* KO L2/3^M^ neurons were more similar to WT L2/3^F^ neurons than to WT males (27 vs 69 DEGs). This suggests that *Cux1* KO L2/3^M^ neurons shift towards a WT female-like gene expression profile (Fig. 2A and S2B, C)**.** By contrast, the same comparison at P4 showed more pronounced differences in gene expression in *Cux1* KO L2/3^M^ neurons compared to WT females than to males (2585 vs 2265 DEGs) (Fig. 2E and S2D). 

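Against WT females, 20 of 17354 genes were DEGs in E19 Cux1 KO males by edgeR (10 autosomal), and 27 by DESeq2 with its prior. Against WT males, 75 were DEGs in Cux1 KO females (62 autosomal), and 171 by DESeq2 with its prior. Here Cux1 had log2 fold changes of -0.28 (adjusted p = 0.8) and -0.38 (adjusted p = 0.189), and Cux2 of -0.03 and -0.04. The edgeR counts moved from 11 without WT E19 female replicate 1 to 19 without WT E19 female replicate 3 and from 26 without WT E19 male replicate 3 to 232 without WT E19 male replicate 4. Both comparisons that used WT males gave more autosomal DEGs than those that used WT females (17 for KO males and 62 for KO females, against 10 and 10).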

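Nearness was also measured without DEG counts, as the Euclidean distance between the mean of the KO libraries and that of WT libraries over log2 CPM of autosomal genes, with a permutation of the WT sex labels. The E19 Cux1 KO males lay at 38.6 to the opposite sex and 44.9 to the same sex (difference -6.22, exact permutation p = 0.143), and the KO females at 46.0 to the opposite sex and 40.0 to the same sex (difference 6.07, exact permutation p = 0.286). With 4 WT libraries per sex the smallest possible p is 0.0286. At P4 the KO males lay at 301 to the opposite sex and 300.5 to the same sex (difference 0.191, exact permutation p = 1), with a smallest possible p of 0.1, and 1 minus the Pearson correlation reversed the direction (difference -0.00136). Against WT females at P4, 44 of 19198 genes were DEGs in Cux1 KO males by edgeR, and 2607 by DESeq2 with its prior, while the edgeR count was 0 without any 1 of the 3 WT female libraries. Cux1 and Cux2 changed by -0.02 (adjusted p = 0.984) and 1.41 (adjusted p = 0.0514) in that comparison.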

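No gene was a DEG by edgeR both between P4 Cux1 KO males and WT females and between WT females and WT males, as none differed in the second comparison. With DESeq2 and its log2FC prior 37 genes were, of which 11 had the same sign, and 11.8 were expected by chance (Fisher's exact p = 1.87e-11, one-sided). Both comparisons use the WT females, on opposite sides, so chance in these libraries favors shared genes of opposite sign and the chance expectation is too low.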

Notably, only 23 of these genes overlap with those exhibiting sex-biased expression in P4 WT mice (Table S12). Thus, CUX1 deficiency abolishes some of the sex-biased gene expression normally observed in male and female L2/3 neurons at E19 and induces an atypical female-biased expression at this stage that is no longer evident by P4. These findings suggest that *Cux1* may play dual and opposing roles during development—perhaps both promoting and restricting the effects of sexual hormones on L2/3 neurons. 

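Between Cux1 KO females and Cux1 KO males at E19, 14 of 17367 genes were DEGs by edgeR, of which 3 were autosomal, and 9 by DESeq2 with its prior, 1 of them autosomal. Cux1 and Cux2 differed by -0.15 and -0.13 between these groups (adjusted p = 0.997 for both). The autosomal genes were Gm14278 (ENSMUSG00000080880, unprocessed pseudogene, chromosome 2 from 156730774 to 156757303), higher in males (log2 fold change -2.43, adjusted p = 0.0073), Usf2-ps1 (ENSMUSG00000108352, unprocessed pseudogene, chromosome 7 from 30626093 to 30626572), also higher in males (-0.79, adjusted p = 0.0341), and Rmi1 (ENSMUSG00000035367, protein-coding gene, chromosome 13 from 58550047 to 58558965), higher in females (0.60, adjusted p = 0.0365). Reads of pseudogenes such as Usf2-ps1 can come from near-identical copies, so their values are uncertain.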

Taken together, our results demonstrate that *Cux1* KO genotype interacts with sex genotype resulting in sex-dependent phenotypes.

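The interaction of genotype and sex that the paper concludes was tested directly at E19, and for Cux1 itself the KO effect in males minus that in females was 0.20 (edgeR interaction unadjusted p of 0.229). Of the 64 genes called in males alone by DESeq2 with its prior, 24 had an unadjusted edgeR interaction p under 0.05, and 0 passed an adjustment over these genes alone. Of the genes called in 1 sex alone by edgeR, 5 of 11 for males and 1 of 4 for females passed over their own list, which had been selected on these libraries, and 0 over all genes. In data simulated with the sizes and spread of these groups, the interaction test recovered 97.5% of genes given a log2 fold change of 2 in 1 sex, so large effects of that kind were within its reach. No female Cux1 KO libraries exist at P4, so no interaction could be tested there.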

### Sex modifies the effects of *Cux2* knock-out during L2/3 postnatal differentiation

We next performed a similar analysis of *Cux2* KO L2/3 neurons at E19 and P4; we could not acquire P7. The analysis of E19 samples uncovered 22 DEGs (18 URGs and four DRGs) in *Cux2* KO L2/3^F^ neurons, and 64 DEGs (40 URGs and 24 DRGs) in *Cux2* KO L2/3^M^ neurons compared to their WT counterparts (Fig. 3A, B and Tables S8, 9). Thus, as was the case for *Cux1* KO, the effect of *Cux2* KO was more dramatic in males than females at E19. Among these subsets of E19 DEGs, only eight genes were common to both sexes, including two protocadherins (*Pcdhgb5* and *Pcdhgb8*) and one ribosomal subunit (*Rplp0*) (Fig. 3C and Table S6). 

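Cux2 was at 332 ± 51.4 CPM in Cux2 KO L2/3F neurons at E19 (log2 fold change -0.37, SE 0.124, edgeR adjusted p = 0.896) and at 336 ± 59.0 in Cux2 KO L2/3M neurons (-0.24, SE 0.145, adjusted p = 0.731). Cux1 was at 352 ± 39.3 CPM in KO females (-0.18, adjusted p = 0.977) and 379 ± 76.1 in KO males (-0.04, adjusted p = 0.971), and leaving out single libraries moved the male value from -0.15 to 0.09. In KO females 5 of 17436 genes (4 up, 1 down) were DEGs, and in KO males 21 of 17332 genes (11 up, 10 down), with n = 4 in each group. Unadjusted p-values under 0.05 were found for 806 and 1376 genes. With RLE scaling the female count was 6, 4 of them up, and DESeq2 with its prior called 22 (18 up and 4 down) in females and 66 (42 up and 24 down) in males. Omission of 1 library moved the edgeR count from 3 without Cux2 KO E19 female replicate 2 to 14 without WT E19 female replicate 4 and from 9 without Cux2 KO E19 male replicate 4 to 19 without WT E19 male replicate 1. The KO libraries held 14016375 to 20715732 counts in females and 14223555 to 17310340 in males. Of the genes of Fig. 3B, 4 of 9 in females and 9 of 10 in males passed over all genes, and 9 and 10 over the lists alone, which came from the same libraries. Among autosomal DEGs without overlap of the groups, Gm5948 (ENSMUSG00000112903, processed pseudogene, chromosome 10 from 16644688 to 16645526) was at the floor in WT neurons and at least 50.5-fold higher in KO females and 38.2-fold in KO males (adjusted p = 8.08e-05 and 5.74e-05). Gm49980 (ENSMUSG00000117465, lncRNA gene, chromosome 18 from 30400111 to 30405186) was at least 20.5-fold lower in KO females, and Gm12987 (ENSMUSG00000082711, processed pseudogene, chromosome 4 from 136311483 to 136311971) at least 18.1-fold lower in KO males (adjusted p = 0.00764 and 0.000499). In KO males log2 fold changes were 5.55 for Gm11645 (ENSMUSG00000080895, processed pseudogene, chromosome 2 from 143348331 to 143348979) (adjusted p = 0.000499), 4.34 for Gm46432 (ENSMUSG00000114827, processed pseudogene, chromosome 13 from 84429298 to 84429935) (adjusted p = 5.74e-05) and -5.72 for Gm17669 (ENSMUSG00000091695, processed pseudogene, chromosome 18 from 67695464 to 67695905) (adjusted p = 4.22e-05).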

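On autosomal genes, Cux2 KO males had 16 more DEGs than KO females with edgeR, and 18 of 60 labelings of the libraries by sex within genotype, the real one included, gave at least as many more. With DESeq2 and its prior the difference was 48, and 4 of 26 labelings gave as much. The interaction of genotype and sex passed an edgeR adjusted p of 0.05 for 0 of 18356 genes (694 at an unadjusted p under 0.05, smallest adjusted p = 0.979). Of 57 genes called in males alone by DESeq2 with its prior, 53 changed in the same direction in females (exact binomial p = 5.91e-12, two-sided).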

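By edgeR 4 genes were DEGs in both sexes with the same sign (Gm14165, Gm5948, Gm8730 and Gm9625), against 0.00618 expected by chance (Fisher's exact p = 8.59e-12, one-sided), and 8 were by DESeq2 with its prior. Pcdhgb5 (ENSMUSG00000103749, protein-coding gene, chromosome 18 from 37864019 to 37975014) changed by 0.84 in KO females (SE 0.189, adjusted p = 0.485) and by 1.00 in KO males (SE 0.223, adjusted p = 0.237). Pcdhgb8 (ENSMUSG00000103081, protein-coding gene, chromosome 18 from 37894854 to 37974923) changed by 1.57 in KO females (SE 0.377, adjusted p = 0.567) and by 2.13 in KO males (SE 0.376, adjusted p = 0.0636). Rplp0 (ENSMUSG00000067274, protein-coding gene, chromosome 5 from 115694515 to 115701793) changed by -0.66 in KO females (SE 0.104, adjusted p = 0.067) and by -0.81 in KO males (SE 0.101, adjusted p = 0.00472), and in females its adjusted p ran from 0.033 to 0.315 with single libraries left out. The Pcdhgb genes share exons within their cluster, and Gm8730 (ENSMUSG00000063696, processed pseudogene, chromosome 8 from 103591477 to 103592430), Gm9625 (ENSMUSG00000097906, processed pseudogene, chromosome 13 from 67958365 to 67959319) and Gm14165 (ENSMUSG00000081434, processed pseudogene, chromosome 2 from 152195535 to 152196486) are annotated as pseudogenes, so reads may have been assigned to them from near-identical copies and their values are uncertain. Of the genes of Table S6 for this overlap, 4 of 8 passed in females and 5 of 8 in males over all genes, and 8 in each sex over the list alone.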

Interestingly, ORA did not reveal specific biological processes enriched in the DEGs of *Cux2* KO L2/3^F^ neurons, indicating overall subtle effects of CUX2 deficiency in females at this stage. In contrast, in *Cux2* KO L2/3^M^ neurons, the downregulation of several *Dynlt1* isoforms, together with the up-regulation of *Kndc1,* a gene associated with dendrite arborization [34], support the previously reported role of *Cux2* in dendritogenesis [17]. Conversely, microtubule-related processes were upregulated, perhaps as a compensatory mechanism (Fig. 3D and Tables S9, 21, 22).

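In Cux2 KO males at E19, Dynlt1b (ENSMUSG00000096255, protein-coding gene, chromosome 17 from 6697471 to 6703695) was at 28.5 ± 5.46 CPM against 76.1 ± 26.4 in WT males (log2 fold change -1.43, SE 0.231, edgeR adjusted p = 0.0408). Dynlt1a (ENSMUSG00000092074, protein-coding gene, chromosome 17 from 6356613 to 6367792) changed by -0.83 (adjusted p = 0.0408), Dynlt1c (ENSMUSG00000000579, protein-coding gene, chromosome 17 from 6869051 to 6879446) by -0.56 (adjusted p = 0.524) and Dynlt1f (ENSMUSG00000095677, protein-coding gene, chromosome 17 from 6914001 to 6923299) by -0.69 (adjusted p = 0.0786). These genes are near-identical copies on chromosome 17 and share reads, so the counts do not separate them with certainty. With 1 library left out, the adjusted p of Dynlt1a lay between 0.0616 and 0.155 and that of Dynlt1b between 0.00383 and 0.165. Kndc1 (ENSMUSG00000066129, protein-coding gene, chromosome 7 from 139474612 to 139521454) was at 11.9 ± 6.43 CPM in KO males and 5.10 ± 0.502 in WT males (log2 fold change 1.21, SE 0.31, adjusted p = 0.367) by edgeR, and DESeq2 with its prior gave 0.0345.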

**Fig. 3:**
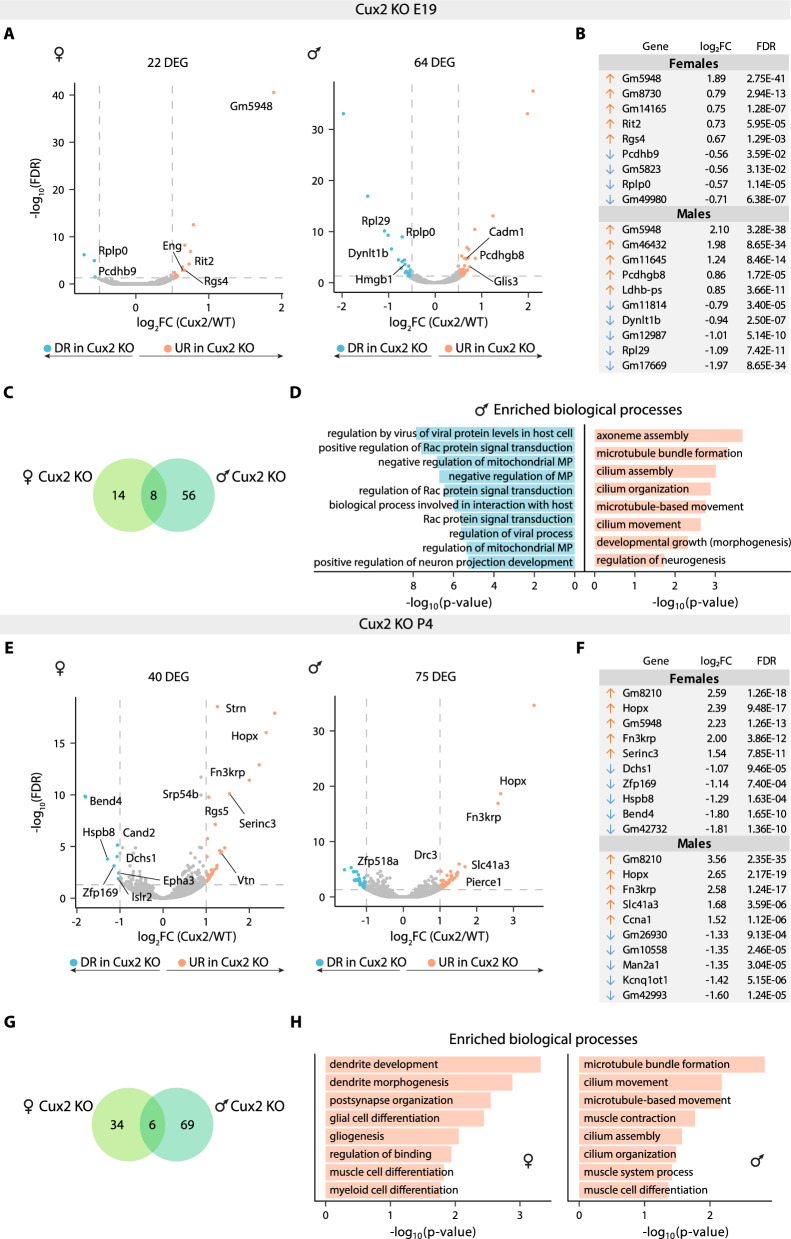
Sexual differences in *Cux2*-dependent gene expression of L2/3 neurons.** A)** Volcano plots showing differentially expressed genes (DEGs) in *Cux2* KO L2/3^F^ (left) and L2/3^M^ (right) neurons compared to controls at E19. The effect size and direction for each gene is depicted in the x-axis as the log_2_Fold Change (log_2_FC). False Discovery Rate (FDR) values are represented on the -log_10_ scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs), respectively, based on the significance threshold marked by the dashed lines (|log_2_FC|> 0.5, FDR < 0.05). **B)** Table showing the log_2_FC and FDR values of the top 5 URGs (orange arrow) and DRGs (blue arrow) in *Cux2* KO L2/3^F^ (top) and L2/3^M^ (bottom) neurons at E19. **C)** Venn diagram showing the overlap of DEGs between *Cux2* KO L2/3^F^ (green) and L2/3^M^ (turquoise) neurons at E19. **D)** Representation of up to 10 most significant gene ontology biological processes obtained from the URGs (orange) and DRGs (blue) enrichment analysis of *Cux2* KO L2/3^M^ neurons at E19. MP: membrane permeability. **E)** Volcano plots showing differentially expressed genes (DEGs) in *Cux2* KO L2/3^F^ (left) and L2/3^M^ (right) neurons compared to controls at P4. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significance threshold marked by the dashed lines (|log_2_FC|> 1, FDR < 0.05). **F)** Table showing the log_2_FC and FDR values of the top 5 URGs (orange arrow) and DRGs (blue arrow) in *Cux2* KO L2/3^F^ (top) and L2/3^M^ neurons (bottom) at P4. **G)** Venn diagram showing the overlap of DEGs between *Cux2* KO L2/3^F^ (green) and L2/3^M^ (turquoise) neurons at P4. **H)** Representation of up to 10 most significant gene ontology biological processes obtained from the URGs enrichment analysis of *Cux2* KO L2/3^F^ (left) and L2/3^M^ (right) neurons at P4

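Cux2 was at 40.9 ± 12.6 CPM in Cux2 KO L2/3F neurons at P4 (log2 fold change 0.19, SE 0.249, edgeR adjusted p = 0.886) and at 47.3 ± 15.3 in Cux2 KO L2/3M neurons (0.26, SE 0.286, adjusted p = 0.999), so its counts did not fall at this stage. Leaving out single libraries moved these values from -0.09 to 0.35 and from -0.03 to 0.47. Cux1 changed by -0.21 in KO females (adjusted p = 0.77) and 0.09 in KO males (adjusted p = 0.999). The edgeR test called 0 of 19538 genes in females (1443 at an unadjusted p under 0.05, smallest adjusted p = 0.213) and 0 of 19720 in males (1136 unadjusted, smallest adjusted p = 0.132), with n = 3 in each group. DESeq2 with its prior called 42 (34 up and 8 down) in females and 75 (42 up and 33 down) in males. Total counts ran from 26850049 to 49714656 in KO females and from 22894355 to 59132160 in KO males. Over all genes 0 of the 10 female and 0 of the 10 male genes of Fig. 3F passed, and all did over their lists alone, which were chosen on these libraries.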

At P4, we found 40 DEGs (32 URGs and 8 DRGs) in *Cux2* KO L2/3^F^ neurons and 75 DEGs (42 URGs and 33 DRGs) in *Cux2* KO L2/3^M^ neurons compared to their WT counterparts (Fig. 3E, F**,** and Tables S10, 11). Hence, although the overall dysregulation of gene expression is lesser in CUX2 than CUX1 deficiency, in both conditions the differences increase with differentiation and are more pronounced in males than in females. Moreover, only six genes were commonly dysregulated in both sexes in *Cux2* KO neurons, indicating an interaction of the *Cux2* KO genotype with sex genotype (Fig. 3G and Table S6). 

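At P4 the Cux2 KO males had 9 more autosomal DEGs than the KO females by DESeq2 with its prior, over the genes kept for both sexes together, and 10 of 26 labelings by sex within genotype, the real one included, gave at least that many more. At an adjusted p under 0.05 alone, without the fold threshold, the male minus female difference was -8 (17 of 26 labelings at least as high). Without the restriction to those genes the autosomal DEGs were 72 in males and 40 in females, and 208 and 176 genes of all chromosomes passed the adjusted p alone. By edgeR the count was 0 in each sex. An adjusted edgeR interaction p under 0.05 was found for 0 of 21878 genes (1590 at an unadjusted p under 0.05), and DESeq2 without its prior called 273. Without single libraries the edgeR interaction count ran from 0 without WT P4 female replicate 1 to 4 without WT P4 male replicate 2.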

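DESeq2 with its prior shared 6 DEGs between the sexes at P4 (6 with the same sign, 0.18 expected by chance, Fisher's exact p = 2.32e-08, one-sided), and edgeR shared 0, since it called none. By edgeR, Gm8210 (ENSMUSG00000094497, processed pseudogene, chromosome 1 from 43228316 to 43228798) changed by 5.85 in KO females and 5.99 in KO males (unadjusted p of 1.97e-05 and 6.7e-06), and Hopx (ENSMUSG00000059325, protein-coding gene, chromosome 5 from 77234831 to 77263022) changed by 3.99 in KO females and 4.05 in KO males (unadjusted p of 3.42e-05 and 3.52e-05). Fn3krp (ENSMUSG00000039253, protein-coding gene, chromosome 11 from 121312215 to 121322118) changed by 3.05 in KO females and 4.11 in KO males (unadjusted p of 6.4e-05 and 5.19e-05), and Bend4 (ENSMUSG00000092060, protein-coding gene, chromosome 5 from 67523138 to 67585653) changed by -2.56 in KO females and -2.61 in KO males (unadjusted p of 0.000144 and 0.0123). Gm42732 (ENSMUSG00000107331, TEC gene, chromosome 5 from 73468707 to 73469903) changed by -2.58 in KO females and -3.43 in KO males (unadjusted p of 7.25e-05 and 0.00475), and Gm14036 (ENSMUSG00000082399, processed pseudogene, chromosome 2 from 134645869 to 134646348) was at least 29.6-fold and 47.7-fold higher. Of the 66 genes that DESeq2 called in males alone, 36 changed in the same direction in females (exact binomial p = 0.539, two-sided), and 0 had an edgeR interaction that passed over all genes. Over the list alone, which had been selected on these libraries, 29 of these passed, as did 16 of 34 called in females alone.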

Regarding dysregulated functions, URGs in *Cux2* KO L2/3^F^ neurons were enriched in genes regulating dendrite development and organisation of postsynaptic structures (e.g., *Sult4a1* or *Xlr3b*), while those in *Cux2* KO L2/3^M^ neurons were enriched in cilium and microtubule-associated processes (Fig. 3H and Tables S10, 23,24).

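Sult4a1 (ENSMUSG00000018865, protein-coding gene, chromosome 15 from 83960297 to 83989955) was at 21.9 ± 9.83 CPM in KO females and 5.98 ± 1.89 in WT females (log2 fold change 1.88, SE 0.444, adjusted p = 0.495) by edgeR at P4. Xlr3b (ENSMUSG00000073125, protein-coding gene, chromosome X from 72235091 to 72246951) was at 13.6 ± 4.45 CPM in KO females and 1.55 ± 1.16 in WT females (log2 fold change 3.15, SE 0.661, adjusted p = 0.451). Adjusted p-values by DESeq2 with its prior were 0.015 and 0.00364. In KO males the ciliated ependymal genes had a mean log2 fold change of 1.77 and 12 of 12 were higher (fry unadjusted p of 0.027, adjusted p = 0.25, two-sided), and no KO library overlapped a WT library in the mean of the list.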

To further evaluate the interference of CUX2 deficiency with sex-dependent differentiation, we compared gene expression in *Cux2* KO L2/3^F^ and L2/3^M^ neurons. This showed differences of only eight and seven genes at E19 and P4, respectively. Most of these DEGs were sex-linked genes—only *Foxj1* and *1700003E16Rik* were autosomal (Fig. S2E, H). These data indicate that although the dysregulation of gene expression is more pronounced in males, females follow a similar directional shift in gene expression.

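Between Cux2 KO females and Cux2 KO males, edgeR called 8 of 17313 genes at E19 and 6 of 19959 at P4, and DESeq2 with its prior called 7 and 8. Of the edgeR calls 0 and 0 were autosomal, and unadjusted p-values were under 0.05 for 536 and 893 genes. The P4 count ran from 0 without Cux2 KO P4 male replicate 1 to 2 without Cux2 KO P4 female replicate 2 when 1 library was left out. Cux1 and Cux2 differed by -0.10 and -0.01 between the sexes at E19 and by -0.17 and -0.21 at P4, with adjusted p-values of at least 0.999.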

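At P4 Foxj1 (ENSMUSG00000034227, protein-coding gene, chromosome 11 from 116221530 to 116226225) was at 10.4 ± 0.565 CPM in Cux2 KO females and 26.5 ± 4.62 in Cux2 KO males (log2 fold change -1.36, SE 0.197, edgeR unadjusted p of 0.000305, adjusted p = 0.682, and 1.98e-06 by DESeq2 with its prior). 1700003E16Rik (ENSMUSG00000030030, protein-coding gene, chromosome 6 from 83133365 to 83139945) was at 6.01 ± 1.93 and 22.6 ± 5.57 CPM (-1.91, SE 0.331, unadjusted p of 0.000839, adjusted p = 0.823, and 0.000212 by DESeq2). At E19 their log2 fold changes were -1.49 (adjusted p = 1) and -1.62 (adjusted p = 1).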

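Against WT females at E19, Cux2 changed by -0.36 in Cux2 KO males (adjusted p = 0.612) and Cux1 by -0.08 (adjusted p = 0.961), and edgeR called 14 of 17447 genes, 6 of them autosomal, where DESeq2 with its prior called 43. Omission of single libraries moved the edgeR count from 13 without Cux2 KO E19 male replicate 2 to 30 without WT E19 female replicate 4. In distance over autosomal genes the KO males lay at 48.7 to the opposite sex and 51.6 to the same sex (difference -2.88, exact permutation p = 0.943), two-sided over the labelings of the WT libraries.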

When comparing to WT, E19 *Cux2* KO L2/3^M^ neurons showed a more similar transcriptome to WT L2/3^F^ neurons than to WT L2/3^M^ neurons (42 vs 64 DEGs). Meanwhile, gene expression in E19 *Cux2* KO L2/3^F^ neurons departed more from WT L2/3^M^ neurons than from WT L2/3^F^ neurons (31 vs 22 DEGs) (Fig. S2F, G). These data again support a continuum of dysregulated gene expression profiles. 

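Against WT males at E19, Cux2 changed by -0.25 in Cux2 KO females and Cux1 by -0.13 (adjusted p = 1 for both), and edgeR called 27 of 17099 genes (18 autosomal), and DESeq2 with its prior 31 (23 autosomal). Against WT females the autosomal DEGs were 5 by edgeR and 20 by DESeq2 with its prior. The distance of the KO females was 45.9 to the opposite sex and 44.1 to the same sex (difference 1.72, exact permutation p = 0.857).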

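At P4, edgeR called 7 of 19164 genes between Cux2 KO males and WT females (1 autosomal) and 1 of 19968 between Cux2 KO females and WT males (0 autosomal), and DESeq2 with its prior called 71 and 24. These counts fell to between 0 and 1 and to 0 when 1 library was left out. Cux2 and Cux1 changed by 0.40 and -0.05 in the first comparison and by 0.05 and -0.08 in the second, none with an adjusted p under 0.737.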

At P4, the transcriptomes of both *Cux2* KO L2/3^F^ and L2/3^M^ neurons were closer to those of WT L2/3 neurons of opposite sex than to those of the same sex, reflecting incomplete or intermediate sex-biased gene expression (Fig. S2I, J). 

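In distance over autosomal genes at P4, the Cux2 KO males lay at 138 to the opposite sex and 159 to the same sex (difference -20.2, exact permutation p = 0.2). The KO females lay at 149.6 to the opposite sex and 132 to the same sex (difference 17.6, exact permutation p = 0.2), nearer to WT females. With 3 WT libraries per sex no p under 0.1 was possible. KO libraries of both sexes were thus nearer to the WT females.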

In sum, these analyses indicate that loss of *Cux2* cancels aspects of sex-dependent L2/3 differentiation and equalizes the process to form intermediate in-between male–female transcriptome stages. Hence, the data suggest a role of *Cux2* in ensuring sex-dependent differentiation in cortical neurons. In this regard, it should be noted that in this study we used a *Cux2* germ-line KO, and thus, the phenotypes could be also non-cell autonomous.

### *Cux1* and *Cux2* regulate L2/3 neuronal development through non-redundant networks

Paralogous genes, such as *Cux1* and *Cux2*, arise by gene duplication during evolution to buffer and innovate parental gene functions. To evaluate redundant and non-redundant transcriptional activities of the CUX proteins, we assessed the similarities and differences in the transcriptional fingerprints of *Cux1* and *Cux2* KOs. The comparison of E19 *Cux2* KO and E19 *Cux1* KO transcriptomes identified 348 DEGs when comparing L2/3^F^ neurons and 318 DEGs in L2/3^M^ neurons (Fig. 4A, B). Thus, differences are observed in both sexes, with non-redundant transcriptional functions of *Cux1* and *Cux2*, in agreement with previous analyses of cellular and functional phenotypes [16–18, 76]. Moreover, there was no significant overlapping of the DEGs of *Cux1* vs WT and *Cux2* KO vs WT in females and males (Fig. 4A, B). 

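Between Cux2 KO and Cux1 KO neurons at E19, Cux2 differed by -0.21 in females (adjusted p = 0.569) and -0.34 in males (adjusted p = 0.295), and Cux1 by 0.25 (adjusted p = 0.291) and 0.19 (adjusted p = 0.525). The edgeR DEGs numbered 232 of 17344 in females (30 lower in Cux2 KO and the rest higher) and 66 of 17446 in males (20 lower), and with DESeq2 and its prior 353 and 323. Single libraries moved the edgeR count from 122 without Cux1 KO E19 female replicate 3 to 237 without Cux2 KO E19 female replicate 3 in females and from 22 without Cux1 KO E19 male replicate 4 to 346 without Cux2 KO E19 male replicate 2 in males.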

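The Cux1 KO and Cux2 KO comparisons of a sex use the same WT libraries, so their DEGs overlap to some extent even without a common effect. In females at E19 0 DEGs were shared by edgeR and 0 by DESeq2 with its prior. Over all genes the log2 fold changes of the KOs correlated at r = 0.266 in females and 0.292 in males at E19, where 6 simulations without any genotype effect gave means of 0.505 and 0.511 from the shared controls alone. At P4 in males r was 0.336 against 0.428 in simulation.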

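In males at E19 1 gene, Gm11814, was shared by edgeR, and 2, Gm11814 and Slc44a5, by DESeq2 with its prior. Gm11814 (ENSMUSG00000084215, processed pseudogene, chromosome 4 from 10438815 to 10439743) changed by -1.24 in Cux1 KO (SE 0.16, adjusted p = 0.0187) and -1.15 in Cux2 KO males (SE 0.187, adjusted p = 0.0408). Slc44a5 (ENSMUSG00000028360, protein-coding gene, chromosome 3 from 153679038 to 153978633) changed by 0.81 (SE 0.179, adjusted p = 0.197) and 1.18 (SE 0.33, adjusted p = 0.417). With single libraries left out, the adjusted p of Gm11814 ran up to 0.0745 in Cux1 KO and 0.165 in Cux2 KO.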

Only in L2/3^M^ neurons did we identify two genes that were consistently dysregulated: *Gm11814* (a pseudogene), and *Slc44a5*a (a solute carrier membrane protein) (Table S6). Although we could not compare female samples at P4, the comparison of the male samples revealed that the transcriptional profiles of *Cux2* KO and *Cux1* KO L2/3 neurons diverge further at P4, with 2605 DEGs (Fig. 4C and Table S6). Together, these analyses add to previous evidence that *Cux1* and *Cux2* regulate the development of L2/3 neurons through broadly non-redundant targets or genetic cascades.

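In males at P4, Cux2 differed by -1.01 between Cux2 KO and Cux1 KO neurons (adjusted p = 0.123) and Cux1 by -0.04 (adjusted p = 0.966). By edgeR 589 of 19741 genes were DEGs, 442 of them higher in Cux2 KO, and by DESeq2 with its prior 2617. The edgeR count was 0 without any 1 of the 3 Cux2 KO libraries and 0 without the filter on low counts, and the smallest adjusted p with all libraries was 0.0491. By DESeq2 with its prior, 40 genes were DEGs in both KOs against WT males, 23 with the same sign. Both comparisons use the same WT males. In 6 simulations without any genotype effect they shared a mean of 29.8 genes (at most 34), from means of 312 and 193 calls. In the data the calls numbered 2273 and 75, so the simulation does not measure how much of this overlap the shared controls give. Shared controls favor genes of the same sign, which 23 of the 40 had.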

**Fig. 4:**
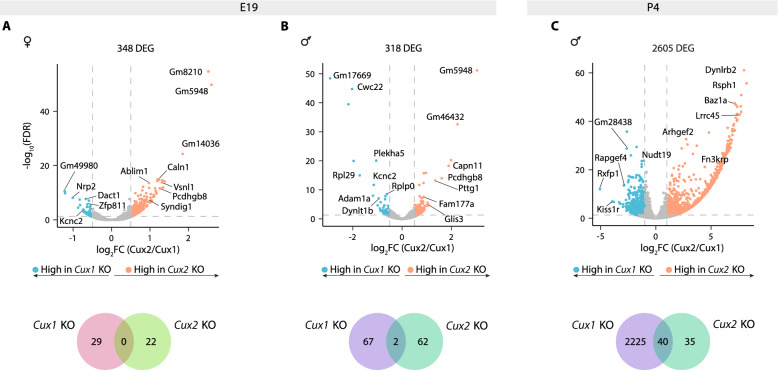
Non-redundant regulatory networks of *Cux* genes during L2/3 neuronal development. **A-C**) (Top) Volcano plots showing differentially expressed genes (DEGs) in *Cux2* KO neurons compared to *Cux1* KO at E19 (L2/3^F^ (**A**) and L2/3^M^ (**B**) and between *Cux2* KO and *Cux1* KO L2/3^M^ neurons at P4 (**C**). The effect size and direction for each gene is depicted in the x-axis as the log_2_Fold Change (log_2_FC). False Discovery Rate (FDR) values are represented on the -log_10_ scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significant threshold marked by the dashed lines (|log_2_FC|> 0.5 for E19 and |log_2_FC|> 1 for P4, FDR < 0.05). (Bottom) Venn diagrams showing the overlap of DEGs between *Cux1* KO and *Cux2* KO neurons at E19 (L2/3^F^ (**A**) and L2/3^M^ (**B**) and at P4 (**C**)

### Segregated sex analyses are required to identify sex differences in early development

Our final comparison assessed the extent to which pooling samples across sexes may obscure sex-dependent transcriptional signatures. For this purpose, we reanalyzed the data after pooling samples regardless of sex, although for *Cux1* KO L2/3 neurons it was limited to E19 datasets due to the absence of female samples at P4. This approach identified many of the DEGs found in the sex-specific analyses and even revealed some additional genes, likely due to increased statistical power. However, it also masked many DEGs that were evident when males and females were analyzed separately (Fig. 5A, B, D, E, G, H, and Tables S12-14).

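With the sexes pooled, Cux1 changed by -0.33 in Cux1 KO at E19 (SE 0.0818, adjusted p = 0.078) and Cux2 by -0.31 (SE 0.0997, adjusted p = 0.331) and 0.23 (SE 0.19, adjusted p = 0.987) in Cux2 KO at E19 and P4. The pooled analyses gave 46 of 17221 genes for Cux1 KO at E19 by edgeR, 19 of 17242 for Cux2 KO at E19 and 12 of 19204 at P4, and 30, 25 and 13 by DESeq2 with its prior. Of the edgeR DEGs, 10 were also DEGs in females and 12 in males for Cux1 KO at E19, and 5 and 6 for Cux2 KO at E19. At P4 0 and 0 were, as neither sex alone gave a DEG. A model with sex as a covariate gave 43, 17 and 11 edgeR DEGs. Leaving out 1 library moved the counts from 20 without Cux1 KO E19 male replicate 2 to 85 without Cux1 KO E19 male replicate 1, from 12 without WT E19 male replicate 2 to 51 without WT E19 female replicate 4 and from 7 without Cux2 KO P4 female replicate 1 to 18 without Cux2 KO P4 male replicate 3.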

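Of the autosomal DEGs found in males by DESeq2 with its prior, over the genes that filterByExpr kept for both sexes together, 52 of 68 were not DEGs in the pooled analysis of Cux1 KO at E19, 52 of 66 of Cux2 KO at E19 and 32 of 35 of Cux2 KO at P4. Of those found in females 11 of 28, 9 of 18 and 21 of 26 were not. By edgeR 5 of 17 male DEGs of Cux1 KO and 15 of 21 of Cux2 KO at E19 were lost, and 0 and 0 female DEGs.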

**Fig. 5:**
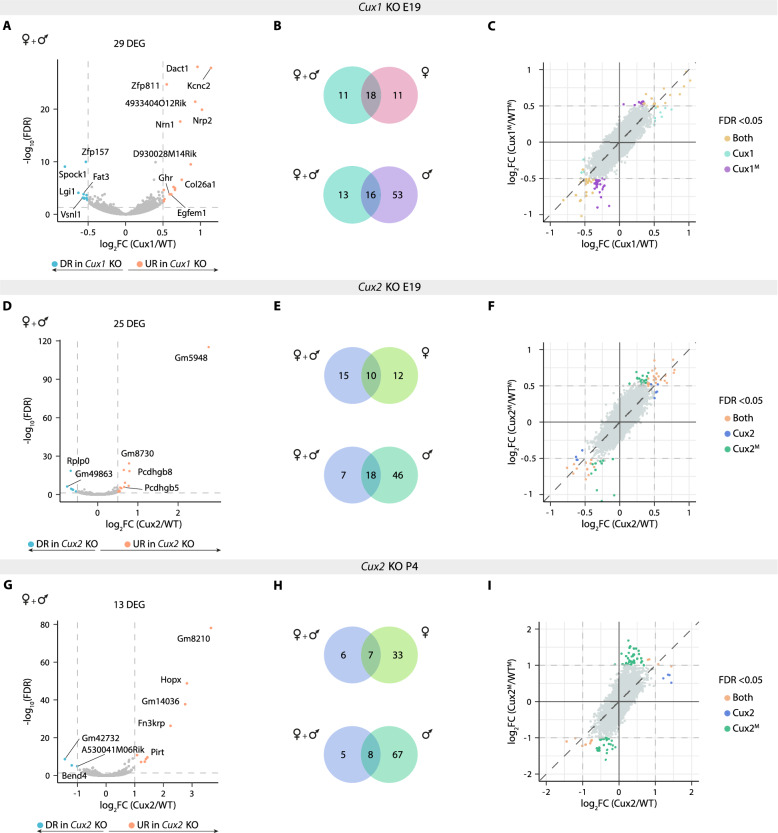
Differences in gene expression profiles in *Cux* KO neurons between mixed-sex and sex-dependent analyses. **A, D, G)** Volcano plots showing differentially expressed genes (DEGs) in a mixture of *Cux* KO L2/3^F^ and L2/3^M^ neurons (mixed-sex analysis): *Cux1* KO at E19 (A), and *Cux2* KO at E19 (D) and at P4 (G) compared to WTs. The effect size and direction for each gene is depicted in the x-axis as the log_2_Fold Change (log_2_FC). False Discovery Rate (FDR) values are represented on the -log_10_ scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significant threshold. Dashed lines mark the threshold in each plot: A, D, |log_2_FC|> 0.5, FDR < 0.05; G, |log_2_FC|> 1, FDR < 0.05. **B, E, H)** Venn diagrams showing the overlap of DEGs between mixed-sex and sex-dependent gene expression analyses in E19 *Cux1* KO (B), E19 *Cux2* KO (E), and P4 *Cux2* KO L2/3 neurons (H). **C, F, I)** Scatter plots of log_2_FC values obtained in the mixed-sex analysis and the one exclusively conducted on male samples for E19 *Cux1* KO (C), E19 *Cux2* KO (F), and P4 *Cux2* KO (I). Color code indicates statistical significance (FDR < 0.05) in one or both analyses. Grey dots represent non-significant genes in either mixed-sex or sex-dependent analyses: C, F,|log_2_FC|< 0.5, FDR > 0.05; G, |log_2_FC|< 1, FDR > 0.05

To better evaluate and illustrate the advantages of each type of analysis, we plotted the fold change values (log₂FC) for each gene obtained from the mixed-sex analysis against those from the male-only analysis (Fig. 5C, F, and I). Most genes, whether dysregulated (|log₂FC ≥ 0.5|) or not, clustered near the diagonal, indicating that similar values of expression differences were obtained regardless of the samples included in the analysis. However, many genes with a significant differential expression profile in the male analysis deviated from the diagonal, reflecting the substantial difference in the results obtained in one-sex or mixed-sex analyses. This masking effect was particularly pronounced in the male-only datasets and more frequent for DRGs than for URGs (Fig. 5C, F, and I). In contrast, most genes detected only in the mixed-sex analysis had similar values in the male analysis, but statistical significance was only achieved when all samples were included. Hence, in a mixed analysis the increased resolution is due to sample size rather than a biological effect. On the other hand, pairing the samples according to sex may decrease statistical power but allows identification of sex-biased dysregulation. Taken together, our comparisons demonstrate that, across all KOs and developmental stages, mixed-sex analyses tend to obscure genes that are highly dysregulated in *Cux* KO L2/3^M^ neurons.

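A loss of DEGs on pooling can arise without an effect of sex, since genes that pass in a small group are picked in part by chance. Groups drawn with sex labels exchanged within genotype were therefore pooled as well, by DESeq2 with its prior over the genes that filterByExpr kept. The share of male DEGs lost was 76.5% for Cux1 KO at E19, 78.8% for Cux2 KO at E19 and 91.4% for Cux2 KO at P4, and drawn groups lost a median of 67.9%, 66.7% and 66.7%. At least as large a share was lost in 15, 11 and 5 of 50 drawn groups.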

## Discussion

The role of sexual dimorphism in the development of neuronal circuits remains poorly explored. It is broadly acknowledged that for NDDs, the underlying cause may originate long before the onset of clinical symptoms, and growing evidence points to the importance of identifying the developmental timing of the defects caused by specific gene mutations [88]. Here, we characterized the dynamic changes in the transcriptional expression of L2/3 cortical neurons across three key developmental stages—E19, P4, and P7—and identified a transient window of sex-biased gene expression at P4. Furthermore, we found a sex-biased dysregulation of gene expression across this developmental window in *Cux1* and *Cux2* KO L2/3 neurons. For clinical studies, with the predictable expansion of patient cohorts, our results pave the way for the future investigation of sex differences in *CUX* linked NDDs, including ASD, intellectual disability, and epilepsy [1, 2, 12, 33, 48, 67, 100].

Building on the example of *CUX* linked NDDs, our findings underscore both the importance of incorporating sex genotype and evaluating developmental trajectories in the analysis of neurodevelopmental disorders. We propose that P4 represents a window of sex-dependent developmental vulnerability, during which genetic perturbations may exert their effects. The analysis of the transcriptional changes triggered by the disruption of two key TFs, CUX1 and CUX2, show a heightened susceptibility of male neurons to genetic disruptions affecting *Cux1/2*-dependent pathways during this developmental window, supporting our hypothesis.

Our results align with growing evidence of sex-biased gene expression in the human brain [46, 92], which may emerge only within specific neuronal populations and/or developmental windows. In fact, we show that sex differences in gene expression are best analyzed across development and can only be uncovered when sex genotype is explicitly considered as a variable. Furthermore, the disadvantages of segregating the analysis by sex can be easily counteracted by increasing the number of samples or by including parallel mixed-sex analysis. Thus, as many NDDs exhibit cell type-specific vulnerabilities [37, 79], sex is a strong variable to consider when studying these disorders.

The conditional approach used to generate *Cux1* KO L2/3 neurons demonstrates that sex-biased transcriptional dysregulation can originate intrinsically in an otherwise WT animal context. Only the isolated L2/3 neurons lack expression of CUX1 protein, and thus the phenotypes that emerge do so independently of defects in other cell types or tissues, such as the gonads, liver, or any other organ showing sexual dimorphisms that we could encounter in a germ-line KO. Hence, cell-autonomous interactions of Y- or X-linked genes with *Cux* mutations could contribute to explain sex biases. Along this line, a recent study found sex-biased gene expression in human embryonic stem cells as well as in immature neurons [70]. Similar to our results in CUX-deficient neurons, male cells showed more divergent transcriptomes, with DEGs being both Y-linked and autosomal genes. Notably, this study highlighted the key role of two Y-linked demethylases, UTY and KDM5D, in these differences [70], which we also found as sex-biased DEGs during the early postnatal differentiation of WT L2/3 neurons. Therefore, these chromatin remodelers may contribute to the observed phenotypes.

It should be noted that the sex-dependent DEGs identified in *Cux* mutants are not confined to genes exhibiting sex-biased expression in WT mice. Instead, the sex-biased effects of *Cux* mutations appear to arise from a broader perturbation of molecular cascades that are ordinarily sex-independent. For example, *Adamts2,* and *Npy* emerge as downstream targets of *Cux1* at P4 specifically in females and males, respectively, despite neither gene exhibiting sex-biased expression in WT conditions at any developmental stage. Thus, their dysregulation in *Cux1* KO neurons reflects a shift from unbiased to sex-biased gene expression, a phenomenon also observed in *Cux2* mutants. 

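In WT neurons Npy was at 15.7 ± 8.32 CPM in females at E19, lower than in males without overlap of libraries (log2 fold change -1.13, SE 0.341, edgeR unadjusted p of 0.00559, adjusted p = 0.992). At P4 it was at 9.07 ± 4.39 CPM in females (log2 fold change -1.75, unadjusted p of 0.0361, adjusted p = 0.675) and at P7 at 21.7 ± 25.1 in females and 8.79 ± 6.63 in males (1.30, adjusted p = 1). With the log2 of the library total as a covariate, an alternative chosen after seeing the data, the P4 log2 fold change was 0.09 in place of the negative value. The Cux1 KO effect on Npy in males minus that in females at E19 was -0.89 (SE 0.469, edgeR interaction unadjusted p of 0.0741, adjusted p = 0.962). Adamts2 was called in Cux1 KO females at E19, and Npy in Cux1 KO males at E19, where it was lower, and by DESeq2 with its prior at P4, where it was higher (adjusted p = 0.032). No female Cux1 KO libraries exist at P4 for either gene.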

Future research is needed to characterize this sex-specific dysregulation of sex-independent gene cascades.

While our analysis clearly demonstrates the importance of considering cell-type specific mechanisms underlying NDD symptoms, we do not exclude the contribution of non-cell-autonomous interactions into the observed phenotypes. Early in development, sex hormones trigger distinct organizational and signaling changes in the brain. In males, these changes lead to a male-specific neurochemical profile and synaptic connectivity that result in the masculinization and defeminization of the brain, eventually promoting male-like behaviors while limiting female-typical behavioral potential [54, 83]. In male mice, serum testosterone levels rise at E16 and decline shortly after birth, and this early hormonal surge is considered one of the primary factors driving the masculinization of the brain [15, 60] The marked sex-biased expression of autosomal genes observed at P4 may reflect masculinization processes, perhaps representing long-term cascading effects of the postnatal testosterone surge rather than its direct effects. While a detailed mechanistic analysis was beyond the scope of the present study, sex-biased gene expression could also arise from other influences, such as the loss of maternal estrogen during the first postnatal week or more directly intrinsic genetic programs. Most notably, the transient nature of the changes observed in WT neurons highlights the complex regulatory mechanisms at play in sex-specific brain differentiation.

Despite its strengths, this study has some limitations that affect the interpretations of the results. First, the temporal coverage of the mutant analyses is incomplete due to the increased fragility of *Cux1* and *Cux2* KO neurons during the dissociation protocol. This limitation reduces our ability to fully resolve the temporal trajectory of the transcriptional dysregulation of L2/3 neurons in these mutants. Second, because *Cux2* is expressed in urogenital tissue, we cannot rule out a hormonal imbalance as a possible explanation of the phenotypes in L2/3 neurons from *Cux2* KO mice [35].

The perinatal window of neonatal development is increasingly recognized as a critical diagnostic and therapeutic window for disorders of sex development (DSDs) and possibly for NDDs [10, 51, 77, 84]. Our study supports the latter and suggests that transcriptional profiling during this window may reveal early biomarkers of sex-dependent vulnerability, particularly in a cell type- and layer-specific context. Our findings provide compelling evidence for a sex-specific window of transcriptional plasticity in L2/3 neurons and suggest that this period may be particularly sensitive to genetic perturbations. The results highlight the need for transcriptomic analysis of specific neuronal types segregated by sex. Such approaches appear crucial for the identification of sex-specific mechanisms of disease, windows of vulnerability, and targeted therapeutic strategies that would be invisible in less granular analyses.

## Supplementary Information

Additional file 1: Figure S1. Validation of *Cux1* conditional knock-out mouse model. **A)** DNA constructions employed in generating and characterizing *Cux1*^*f*^ and *Cux1*^*Δ*^^*23*^ alleles. **B)** Schematic representation of *Cux1* used in this study. A ssDNA containing *Cux1* exon 23 sequence flanked by two loxP sequences was used to generate *Cux1* conditional allele (*Cux1*^*f*^) by Easi-CRISPR. *Cux1* KO allele (*Cux1*^*Δ23*^) is generated due to Cre-mediated recombination of the loxP sequences in *Cux1*^*f*^ allele. **C)** Confocal images showing *Cux1* subcellular distribution in WT and *Cux1*^f/^^Δ23^ mice. Mice were subjected to IUE at E15.5 with pCAG-Cre and pCALNL-GFP and brains were analyzed at P21. White and blue arrows highlight electroporated and non-electroporated neurons respectively. (Green = GFP, Magenta = *Cux1*, Blue = DAPI. Scale bar = 10 um). **D)** Western blot showing cortical expression of *CUX1* p200 in *Cux1*^*+/f*^, *Cux1*^*+/*^^*Δ23*^,*Cux1*^*f/*^^*Δ23*^ and *Cux1*^*Δ23/Δ23*^ mice at E18.5. α-tubulin was used as loading control. Images in panels (C,D) are representative of two biological replicates. Figure S2. Opposite sexual approach of *Cux* KO transcriptional profiles in L2/3 neurons. **A-C)** Volcano plots showing differentially expressed genes (DEGs) in *Cux1* KO L2/3 neurons between sexes (A) and compared to the opposite controls (B, C) at E19. **D)** Volcano plot showing DEGs in *Cux1* KO L2/3^M^ neurons compared to L2/3^F^ controls at P4. **E-G)** Volcano plots showing DEGs in *Cux2* KO L2/3 neurons between sexes (E) and compared to the opposite controls (F, G) at E19. **H-J)** Volcano plots showing DEGs in *Cux2* KO L2/3 neurons between sexes (H) and compared to the opposite controls (I, J) at P4. The effect size and direction for each gene is depicted in the x-axis as the log_2_Fold Change (log_2_FC). False Discovery Rate (FDR) values are represented on the -log_10_ scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significant threshold marked by the dashed lines (A-C, E-G, |log_2_FC|>0.5, FDR<0.05; D, H-J, |log_2_FC|>1, FDR<0.05). Green and purple names represent Y- and X-linked genes respectively. Uncropped Gels and Blots images.

Additional file 2. Supplementary Tables S1-14. Related to Figures 1 to 5. List and information of differentially expressed genes compared as indicated in the upper cell on each individual table-sheet.

Additional file 3. Supplementary Tables S15-21. Related to Figures 1 to 5. Overrepresentation analysis of differentially expressed genes in the different comparisons as indicated in the upper cell on each individual table-sheet.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [25] and are accessible through GEO Series accession number [GSE310138](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE310138). All scripts used for data processing and analysis are available in the following GitHub repository: https://github.com/emarcosgra/RNAseq-scripts

# Supplementary material for: A transient sex-biased transcriptional program shapes early postnatal L2/3 neuron development
**Source:** Biol Sex Differ. 2026 Apr 8;17:107. doi: 10.1186/s13293-026-00885-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Validation of Cux1 conditional knock-out mouse model. A) DNA constructions employed in generating and characterizing Cux1f and Cux1Δ23 alleles. B) Schematic representation of Cux1 used in this study. A ssDNA containing Cux1 exon 23 sequence flanked by two loxP sequences was used to generate Cux1 conditional allele (Cux1f) by Easi-CRISPR. Cux1 KO allele (Cux1Δ23) is generated due to Cre-mediated recombination of the loxP sequences in Cux1f allele. C) Confocal images showing Cux1 subcellular distribution in WT and Cux1f/Δ23 mice. Mice were subjected to IUE at E15.5 with pCAG-Cre and pCALNL-GFP and brains were analyzed at P21. White and blue arrows highlight electroporated and non-electroporated neurons respectively. (Green = GFP, Magenta = Cux1, Blue = DAPI. Scale bar = 10 um). D) Western blot showing cortical expression of CUX1 p200 in Cux1+/f, Cux1+/Δ23,Cux1f/Δ23 and Cux1Δ23/Δ23 mice at E18.5. α-tubulin was used as loading control. Images in panels (C,D) are representative of two biological replicates. Figure S2. Opposite sexual approach of Cux KO transcriptional profiles in L2/3 neurons. A-C) Volcano plots showing differentially expressed genes (DEGs) in Cux1 KO L2/3 neurons between sexes (A) and compared to the opposite controls (B, C) at E19. D) Volcano plot showing DEGs in Cux1 KO L2/3M neurons compared to L2/3F controls at P4. E-G) Volcano plots showing DEGs in Cux2 KO L2/3 neurons between sexes (E) and compared to the opposite controls (F, G) at E19. H-J) Volcano plots showing DEGs in Cux2 KO L2/3 neurons between sexes (H) and compared to the opposite controls (I, J) at P4. The effect size and direction for each gene is depicted in the x-axis as the log2Fold Change (log2FC). False Discovery Rate (FDR) values are represented on the -log10 scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significant threshold marked by the dashed lines (A-C, E-

## **Supplementary Information**

**Title: A Transient Sex-Biased Transcriptional Program Shapes Early Postnatal L2/3 Neuron Development**

**Authors:** Elia Marcos-Grañeda<sup>1</sup>, Fernando Martín-Fernandez<sup>1</sup>, Linnea A. Weiss<sup>1,2</sup>, Juan C. Oliveros<sup>3</sup>, and Marta Nieto<sup>1\*</sup>

**Affiliations:** <sup>1</sup>Department of Molecular and Cellular Biology, Centro Nacional de Biotecnología, Consejo Superior de Investigaciones Científicas (CNB-CSIC), Madrid, 28049, Spain. <sup>2</sup>Present address: Department of Genetics, Yale University, Yale School of Medicine, New Haven, CT 06510, United States. <sup>3</sup>Bioinformatics for Genomics and Proteomics Unit, Consejo Superior de Investigaciones Científicas (CNB-CSIC), Madrid, 28049, Spain.

## Supplementary Materials and Methods

### Generation of *Cux1* conditional knock-out mice

*Cux1* conditional knock-out allele *Cux1<sup>em1cnbbm</sup>*, hereafter *Cux1<sup>f</sup>*, was developed following Easi-CRISPR strategy (98,99). Briefly, Breaking-Cas tool (100) was employed to design crRNA sequences targeting introns 22 and 23, using as reference a consensus coding sequence of *Cux1* (ENSMUST00000004097, CCDS39328) obtained from Ensembl (101). 5'-crRNA 5'-CATATAGTCTGAGTGTGGTA-3' and 3'-crRNA 5'-GTCCATCCCAAGGTCCTATA-3' were in silico synthesized (IDT). 2:1 proportion of crRNAs and tracrRNA (IDT, #1072533) were incubated in 5 min at 95°C to generate guide RNA (gRNA) complexes. ssDNA was also designed using the *Cux1* consensus coding sequence. It was synthesized by Megamer ssDNA Fragments (IDT) using a 950 bp ssDNA that contained two loxP sequences located 137 bp 5' and 201 bp 3' of exon 23 and two 110 bp homology arms. EcoRV and XbaI single restriction sites were also inserted near 5' and 3' loxP sequences respectively. Mouse transgenesis was performed in the Transgenesis Unit of the CNB. 8-cell embryos were microinjected with a mix of gRNA:Cas9 complexes and ssDNA and transferred to pseudopregnant B6/CBA mice. The offspring was selected by genotyping the *Cux1<sup>f</sup>* conditional allele using forward 5'-CTCTGCCAGCAGGGTATTCAC-3' and reverse 5'-GTAGGCTTTGGAGGGTGTAGG-3' primers. Repeated crosses with C57BL6J<sup>RccHsd</sup> mice were set to obtain a congenic mouse strain (B6.Cg-*Cux1<sup>f</sup>*). Mice were also crossed with hemizygous Sox2-Cre mice (B6.Cg-<sup>Edil3Tg</sup>(Sox2-Cre)<sup>1Amc</sup>/J, JAX stock #008454) to generate heterozygous knock-out mice (*Cux1<sup>f/A23</sup>*).

### Immunofluorescence

Mice were anesthetized using an intraperitoneal injection of ketamine/xylazine and perfused with formalin (Merck, #HT501128). Brains were postfixed in formalin, cryoprotected in 30% sucrose, and cut in 50 µm free-floating cryosections. Primary antibodies used were mouse anti-GFP (Roche, #11814460001) and rabbit anti-Cux1 (Santa Cruz Biotechnology, #sc-13024X); and secondary antibodies were goat anti-rabbit Alexa 488 (Thermo Fisher Scientific, #A11034) and goat anti-mouse 647 (Thermo Fisher Scientific, #A21236). Antibodies were used at 1:500 dilution in PBS-Tween. Nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI) (Merck, #D9542).

### Confocal imaging

Confocal microscopy was performed with a TCS-SP5 (Leica). Sections (145  $\mu$ m) were obtained by taking 0.5  $\mu$ m serial optical sections with LAS AF v1.8 software (Leica) using a 1024 x 1024 scan format with a 100x objective. The maximum threshold was set by conditions reaching signal saturation in WT.

### **Western blot**

Cortical shells from E18 animals were isolated in cold PBS, anterior and posterior thirds were dissected away, and the remaining third, roughly corresponding to SS cortex, was snap-frozen. Tissue was lysed using four freeze-thaw cycles and homogenization with a 25 gauge needle in buffer containing 50 mM Tris-HCl pH7.5, 1% Triton X-100, 1 mM EDTA, 1 mM EGTA, 50 mM NaF, 10 mM  $\beta$ -glycerophosphate, 5 mM  $\text{Na}_4\text{P}_2\text{O}_7$ , 1 mM  $\text{Na}_3\text{VO}_4$ , 0.27 M sucrose, 1 mM PMSF, and protease inhibitor cocktail. 20  $\mu$ g of total protein were separated under denaturing condition in laemmli buffer in a 4-15% gradient polyacrylamide-SDS gel (Bio-Rad, #4561083) and transferred to PVDF membranes (Merck, #IPVH00010). Membranes were blocked for one hour in tris-buffered saline with 5% milk TBS-T, and incubated overnight with primary antibodies diluted in 3% milk TBS-T (1:1000 anti-Cux1, Proteintech #11733-1-AP; or 1:2000 anti- $\alpha$ -tubulin, Sigma #T5168). Next, they were washed and incubated in secondary HRP-conjugated antibodies. Chemiluminescent detection was performed using SuperSignal West Pico PLUS (ThermoFishe, #34577) and a ChemiDoc Imaging System (Bio-Rad).

## **Supplementary table legends**

**Supplementary tables S1-S14.** Related to Figure 1 to 5. List and information of Differentially expressed genes compared as indicated in the upper cell on each individual table-sheet.

**Supplementary tables S15-S24.** Related to Figure 1 to 5. Overrepresentation analysis of up-regulated genes in the different comparisons as indicated in the upper cell on each individual table-sheet.

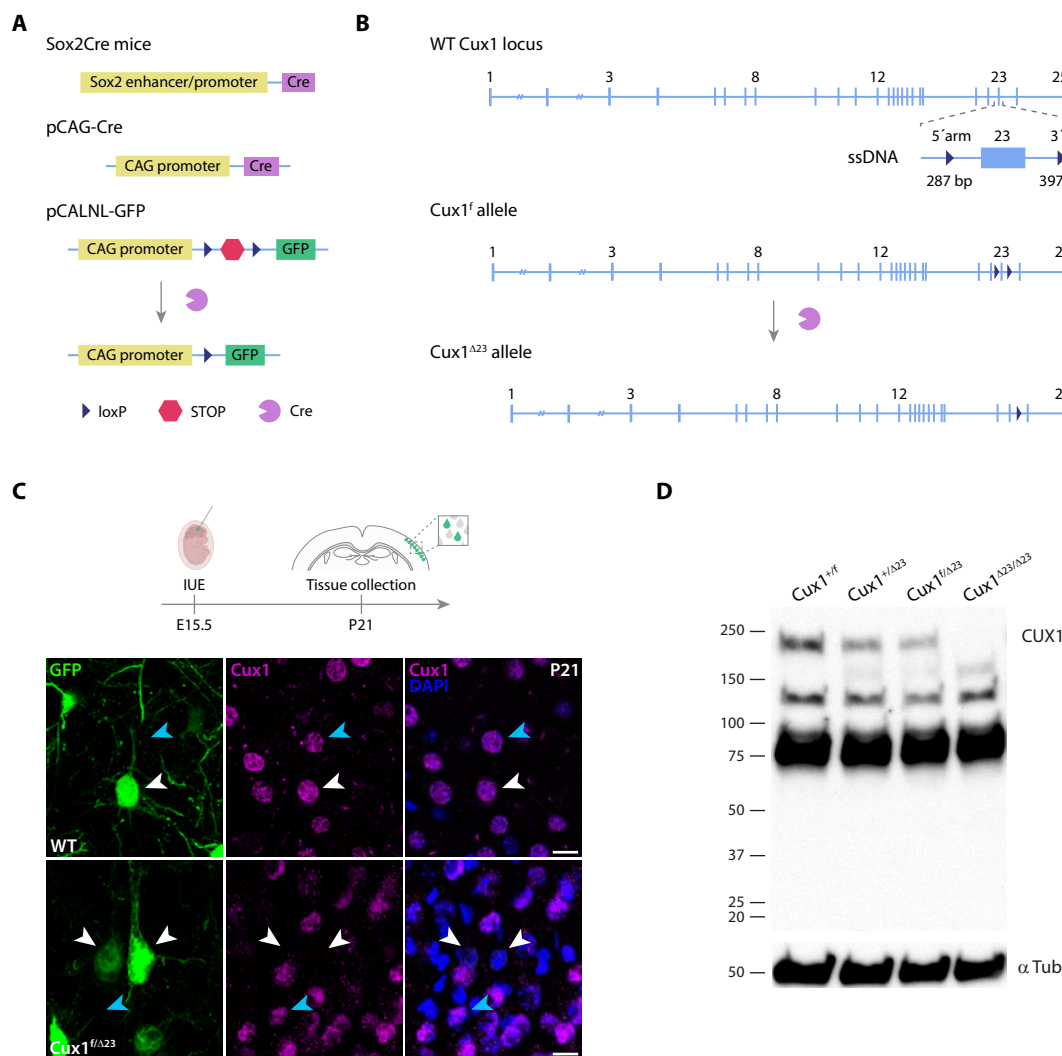

**Figure S1. Validation of Cux1 conditional knock-out mouse model.**

**A)** DNA constructions employed in generating and characterizing Cux1<sup>f</sup> and Cux1<sup>Δ23</sup> alleles. **B)** Schematic representation of Cux1 used in this study. A ssDNA containing Cux1 exon 23 sequence flanked by two loxP sequences was used to generate Cux1 conditional allele (Cux1<sup>f</sup>) by Easi-CRISPR. Cux1 knock-out allele (Cux1<sup>Δ23</sup>) is generated due to Cre-mediated recombination of the loxP sequences in Cux1<sup>f</sup> allele. **C)** Confocal images showing Cux1 subcellular distribution in WT and Cux1<sup>f/Δ23</sup> mice. Mice were subjected to IUE at E15.5 with pCAG-Cre and pCALNL-GFP and brains were analysed at P21. White and blue arrows highlight electroporated and non-electroporated neurons respectively. (Green=GFP, Magenta=Cux1, Blue=DAPI. Scale bar = 10 μm). **D)** Western blot showing cortical expression of CUX1 p200 in Cux1<sup>+/f</sup>, Cux1<sup>+/Δ23</sup>, Cux1<sup>f/Δ23</sup> and Cux1<sup>Δ23/Δ23</sup> mice at E18.5. α-tubulin was used as loading control. Images in panels (C,D) are representative of two biological replicates.

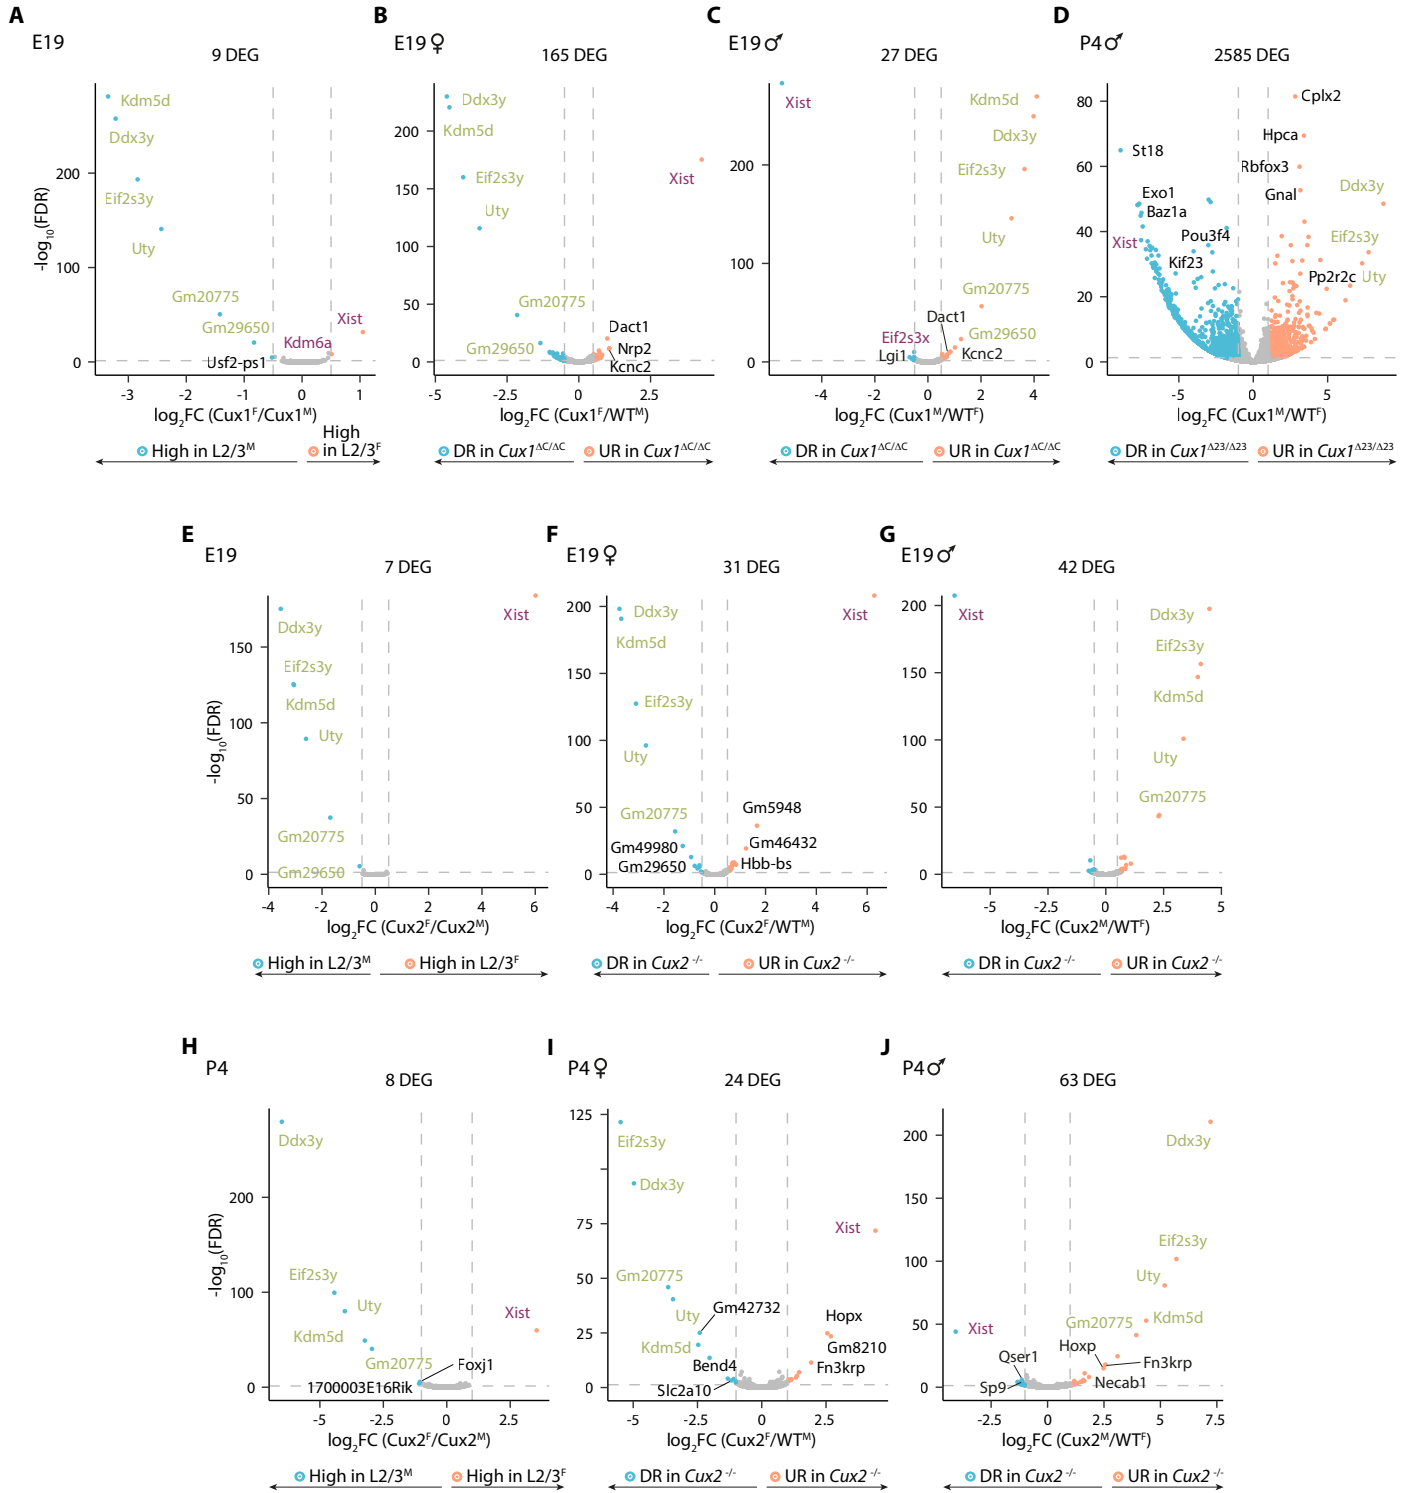

**Figure S2. Opposite sexual approach of Cux knock-out transcriptional profiles in SSL2/3 neurons.** A-C) Volcano plots showing differentially expressed genes (DEGs) in Cux1<sup>AC/AC</sup> L2/3 neurons between sex (A) and compared to the opposite controls (B,C) at E19. D) Volcano plot showing DEGs in Cux1<sup>A23/A23</sup> L2/3<sup>M</sup> neurons compared to L2/3<sup>F</sup> controls at P4. E-G) Volcano plots showing DEGs in Cux2<sup>-/-</sup> L2/3 neurons between sex (E) and compared to the opposite controls (F,G) at E19. H-J) Volcano plots showing DEGs in Cux2<sup>-/-</sup> L2/3 neurons between sex (H) and compared to the opposite controls (I,J) at P4. The effect size and direction for each gene is depicted in the x-axis as the log<sub>2</sub>Fold Change (log<sub>2</sub>FC). False Discovery Rate (FDR) values are represented on the -log<sub>10</sub> scale in the y-axis. Orange and light blue dots represent up-regulated and down-regulated genes (URGs and DRGs) respectively, based on the significant threshold marked by the dashed lines (A-C, E-G, |log<sub>2</sub>FC|>0.5, FDR<0.05; D, H-J, |log<sub>2</sub>FC|>1, FDR<0.05). Green and purple names represent Y- and X-linked genes respectively.

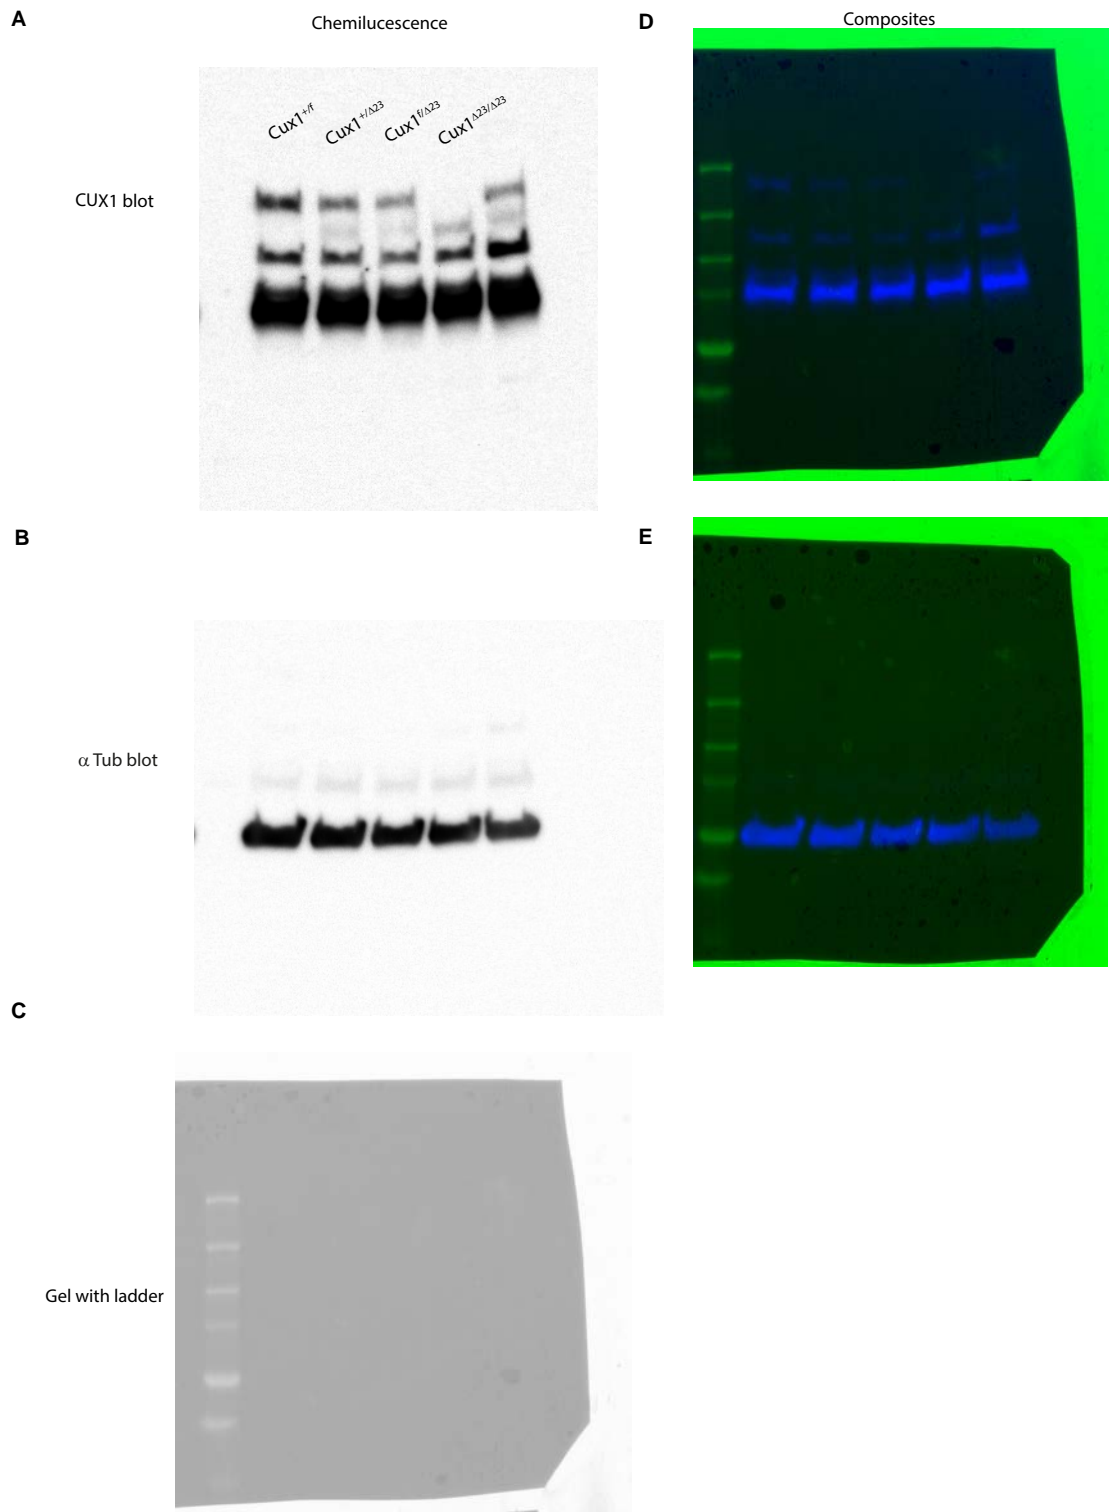

**Figure S3.** Original uncropped Western blot membranes for the experiments shown in Figure S1. Unprocessed blots with anti-Cux1 (A), anti-alpha-tubulin (B), gel with ladder (C), and composite superimpositions of the corresponding blots and gel with ladder (D and E).

How the deposited data were processed for this re-analysis (not part of the article)

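RNA-seq was measured in GFP-labelled L2/3 neurons sorted from the somatosensory cortex of C57BL6J mice after in utero electroporation. The 43 libraries came from WT and Cux2 KO females and males at E19 and P4, from Cux1 KO females and males at E19, from Cux1 KO males at P4 and from WT females and males at P7. The Cux1 KO libraries at E19 carried the germline allele lacking the C-terminal part, and those at P4 carried the floxed allele recombined by CRE in the electroporated cells, so the Cux1 KO results of the stages differ in allele as well as age. To make the counts, the authors aligned 60-nucleotide single-end reads to GRCm39 with hisat2, masked the Y chromosome for female libraries and its pseudoautosomal regions for male ones, removed duplicated reads above a ceiling, and counted primary alignments on Ensembl genes with featureCounts. The deposited table holds whole numbers per gene and library without normalization, and its 56980 genes and every library in it were used. Because of the masking, counts of 0 on the Y chromosome in females hold by construction. The strand setting of the counting step is not stated, so genes that overlap another gene or have near-identical copies are reported as uncertain. No UMIs were used, so the read counts include PCR copies that duplicate removal did not catch, and intervals and floors derived from counts cover counting error only.

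Gene types and positions were read from GENCODE M39, which held 56236 of the 56980 identifiers. Library totals ran from 13321095 to 20715732 counts at E19, from 19499125 to 60559585 at P4 and from 15312029 to 27633827 at P7, with 17049 to 24252 genes detected. At these totals 3 counts, the upper limit that a count of 0 allows, served as the floor, and a fold against a group at or under it is given as a lower bound. Replicate numbers were not used to pair libraries, since no label ties libraries with the same number together. Their residuals correlated at a mean of -0.0997 to 0.233 over the comparisons, and in none with 3 or more numbers did every pair exceed 0.1.

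Each comparison of 2 groups was made with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test after TMM normalization and the filterByExpr filter, with only the libraries of those groups in the fit. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5 at E19 or over 1 at P4 and P7. Differences between effects (KO by sex, and sex by stage in WT) were tested as interaction terms without a fold change threshold. Values per gene are TMM-normalized CPM, with a prior count of 2 on the log2 scale. Distances between groups were Euclidean over group means of log2 CPM of autosomal genes, with an exact permutation of the WT sex labels, and the PCA used DESeq2's variance-stabilized counts of the 500 most variable genes. DEGs near the targeted genes were counted within 20 Mb with a one-sided Fisher's exact test. Genes were named by a rule set in advance, which covers Cux1 and Cux2, the genes the paper names in its results text or in Fig. 1E, 2B, 2F, 3B and 3F, the genes of Table S6, and per comparison the 3 autosomal DEGs of largest absolute log2 fold change in each direction whose libraries did not overlap between groups.

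The main tests, the rule for naming genes, the marker lists and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0 with its log2 fold change prior and without shrinkage, DESeq2's size factors in edgeR, no filter on low counts, all groups of a stage in one fit, a replicate block, other thresholds, autosomal genes alone, sex as a covariate, other gene sets and measures for the PCA and distances, windows of 10 and 5 Mb, groups of 2 libraries, and leaving out each library in turn. Alternatives chosen after seeing the data were edgeR with robust prior spread, the log2 library total as a covariate for WT at P4, DESeq2 with its prior for the difference between male and female counts and for other splits of the samples, and all groups in one fit for shared DEGs. The 19 marker lists cover microglia, antigen-presenting macrophages, endothelial cells, mural cells, leptomeningeal fibroblasts, ciliated ependymal cells, the oligodendrocyte lineage, astrocytes and radial glia, intermediate progenitors, cell cycle, interneurons, upper-layer neurons, deep-layer neurons, erythroid cells, immediate early and dissociation response, mitochondrially encoded genes, cytoplasmic ribosomal proteins, long genes of synapses and short genes of synapses. Each was tested in each comparison of 2 groups with fry and camera of limma 3.58.1, adjusted over the 483 tests.

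The tests were checked on simulated data with the means, totals and spread of these libraries, in which 200 genes were changed by a log2 fold change of 2. A call there needed an adjusted p under 0.05 alone, without the fold threshold. The false share also depends on the number of changed genes, so it is not that of the DEG counts. At E19 with 4 libraries per group edgeR called 99.5% of the changed genes, with 5.24% of its calls false, and for the interaction at E19 97.5% with 2.01% false. For WT females and males at P4 it called 12.5%, with 3.85% of its calls false. For Cux1 KO males at P4 edgeR called 0%, and for the mixed-sex Cux2 KO comparison at P4 71%, with 4.05% of its calls false. DESeq2 with its prior called 99.5%, 62%, 54.5% and 83% in the 4 comparisons of groups, in that order, with 17.4%, 51.8%, 83.6% and 30.3% of its calls false. When every gene had the spread of the trend, edgeR called 99.5%, 71.5%, 47.5% and 89.5% of the changed genes in these 4, and 13.8%, 25%, 49.4% and 15.8% of the calls of DESeq2 with its prior were false. The over-representation analyses of the paper were not repeated, because no gene sets were available, and the Western blot and microscopy of the paper have no deposited counts. The result of 1 gene in single libraries is not reported here. No libraries were left out.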

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

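The tests of random sex labels here were chosen in advance, and the test of genes absent from one sex at P4 is among the tests chosen only after the result was seen. In WT, 15 genes had an interaction of sex with stage at an adjusted p under 0.05 by edgeR, so that their sex difference at P4 differed from that at E19. The interaction is given as the log2 fold change of females over males at P4 minus that at E19. At P4, 11 of these genes had at most 1 count in each male library, and 2 had 0 counts in each female library. With libraries of 1 sex at or under the floor of 3 counts, their fitted values depend on the prior count and are no bounds, and they are given with the lowest and highest level of the other sex at P4. The fitted values were Ksr2 (ENSMUSG00000061578, chromosome 5 from 117551832 to 117913068) 7.66 (2.49 to 2.83 CPM), Emilin1 (ENSMUSG00000029163, chromosome 5 from 31070717 to 31078622) 7.52 (1.53 to 3.29 CPM) and Prx (ENSMUSG00000053198, chromosome 7 from 27196813 to 27219639) 6.47 (0.718 to 1.74 CPM). Next came Gm13404 (ENSMUSG00000086904, chromosome 2 from 33856403 to 33908444) 7.98 (0.968 to 1.44 CPM), Gm15608 (ENSMUSG00000112110, chromosome 10 from 82014069 to 82037803) 8.90 (0.622 to 2.98 CPM) and 1500002C15Rik (ENSMUSG00000096221, chromosome 4 from 155815007 to 155820474) 8.12 (0.622 to 1.78 CPM). Then followed Tgfbi (ENSMUSG00000035493, chromosome 13 from 56757336 to 56787375) 6.88 (0.542 to 2.34 CPM), 1700001G17Rik (ENSMUSG00000103746, chromosome 1 from 33708900 to 33710163) 8.27 (0.619 to 2.30 CPM) and Hrh3 (ENSMUSG00000039059, chromosome 2 from 179741249 to 179746292) 7.01 (0.323 to 1.59 CPM). Others were Myo1f (ENSMUSG00000024300, chromosome 17 from 33774681 to 33826769) 8.21 (0.574 to 1.99 CPM) and Gm46404 (ENSMUSG00000113440, chromosome 13 from 23617337 to 23630108) 8.53 (0.478 to 3.98 CPM). Lower in females were BC037704 (ENSMUSG00000117698, chromosome 19 from 43663326 to 43665615) -10.59 (5.38 to 9.88 CPM) and Oca2 (ENSMUSG00000030450, chromosome 7 from 55889191 to 56186280) -9.46 (1.40 to 5.28 CPM). With at least 1 library above the floor in each sex at P4 were Cd300a (ENSMUSG00000034652, chromosome 11 from 114768840 to 114795480) at 4.83 (0.968 to 2.10 CPM in females and 0.0274 to 0.0951 CPM in males) and Taf1c (ENSMUSG00000031832, chromosome 8 from 120324585 to 120331986) at 1.70 (4.31 to 7.20 CPM and 1.43 to 1.78 CPM). For Cd300a the lowest male library still lay under the floor, which was at 0.0823 CPM in WT males at P4. All 15 genes were named after their values were seen.

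Of the 80 arrangements of the sex labels within stage, the real one included, 61 gave at least 15 genes, and the others reached from 0 to 45 with a median of 20. The count also moved with single libraries, from 8 to 279, the latter without WT P4 male replicate 2, and it was 3 with the replicate block and 436 by DESeq2 without shrinkage. No table argues against a chance assortment of libraries. Weakly expressed genes may be absent from single libraries by chance, and 43 autosomal genes had at most 3 counts in each library of one sex and at least 20 in each of the other, against 33 to 47 in the other splits of the samples, with 4 of 10 splits giving as many. The sequencing round was the same for all libraries of a stage, and a difference in sex effects between the rounds cannot be parted from one between the ages. A biological change of the sex difference with age stays open, as untested beyond the interaction.

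Among 162 sets of 4 libraries tested for a library far from the other 3, 6 had one, where chance gives about 1 in 20. In Cux1 KO males at E19, replicate 1 had a mean log2 CPM of 5.85 against 6.22 to 6.26 in the others on the intermediate progenitor list. Among Cux2 KO females at E19, replicate 3 had a total of 20715732 counts against 14016375 to 14606831 and a mean of 9.15 against 9.71 to 9.73 on the mitochondrially encoded list. Replicate 1 had a mean of 3.16 against 2.57 to 2.66 on the microglia list and replicate 4 one of 7.45 against 7.13 to 7.15 on the list of short synapse genes. For Cux2 KO males at E19, replicate 3 had a mean of 2.00 against 1.37 to 1.40 on the mural list. Without the library named, the DEGs were 16 for Cux1 KO males, 5, 3 and 6 for Cux2 KO females without replicates 1, 3 and 4, and 13 for Cux2 KO males, with 17, 5 and 21 from all libraries. Differences in the sorted cells, in depth or in library preparation could each underlie a library apart from its group, and chance alone may give this many. The libraries of a group share genotype, sex and stage, so no biological explanation was tested.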

How the results depend on the processing

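The tests chosen only after the results were seen are edgeR with robust prior spread, the library total as a covariate in WT at P4, DESeq2 with its prior for the differences between male and female counts, and all groups in one fit for shared DEGs. A count is given as unchanged when it stayed within 1.5 times its main value, and the main value follows each changed count in parentheses. DESeq2's size factors in place of TMM left 29 of 29 counts unchanged, sex as a covariate left 3 of 3 mixed-sex counts unchanged, and the other thresholds left all edgeR counts they were tried on unchanged (absolute log2 fold change over 0.5 or over 1, or the adjusted p alone). By DESeq2 with its prior, over the genes that filterByExpr kept, the male minus female difference was 111, 64 and -8 at the adjusted p alone for Cux1 KO at E19 and Cux2 KO at E19 and P4, where it was 40, 48 and 9 with the fold threshold. The sex difference in Cux2 KO at E19 stayed between 6 and 12 DEGs under the alternatives run on it, and the interactions of Cux1 KO and Cux2 KO with sex at E19 stayed at 0 and 0 genes (697 and 694 at an unadjusted p under 0.05 by edgeR). Of the genes with values in the text, counted once per comparison, 112 of 198 passed an adjusted p of 0.05 by edgeR. DESeq2's size factors lost 1 of these calls and added 1, no filter lost 7 and added 23, all groups in one fit lost 32 and added 21, DESeq2 with its prior lost 1 and added 64, unshrunk DESeq2 lost 0 and added 64, the replicate block lost 40 and added 3, and robust prior spread lost 9 and added 0. Sex as a covariate lost 1 call. Over all fits that left out 1 library, calls were lost 320 times, gained 9 times and reversed in sign 14 times.

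DESeq2 without shrinkage changed 34 of 39 counts, and the cause was not tested. At E19 it called 13 (main 8) for the sex difference in WT, 47 (main 10) for Cux1 KO females, 239 (main 75) for Cux1 KO females against WT males and 113 (main 17) for Cux1 KO males. Further E19 counts were 37 (main 20) for Cux1 KO males against WT females, 30 (main 5) for Cux2 KO females and 49 (main 27) for Cux2 KO females against WT males. The remaining E19 counts were 93 (main 21) for Cux2 KO males, 75 (main 14) for Cux2 KO males against WT females and 451 (main 232) for Cux2 KO against Cux1 KO females. Last at E19 came 399 (main 66) for Cux2 KO against Cux1 KO males, 145 (main 46) for Cux1 KO with the sexes mixed and 82 (main 19) for Cux2 KO with the sexes mixed. At P4 it called 238 (main 0) for the sex difference in WT, 89 (main 6) for the sex difference in Cux2 KO, 3242 (main 0) for Cux1 KO males and 3251 (main 44) for Cux1 KO males against WT females. Further P4 counts were 179 (main 0) for Cux2 KO females, 253 (main 1) for Cux2 KO females against WT males and 362 (main 0) for Cux2 KO males. The remaining P4 counts were 235 (main 7) for Cux2 KO males against WT females, 3370 (main 589) for Cux2 KO against Cux1 KO males and 106 (main 12) for Cux2 KO with the sexes mixed. At P7 it called 75 (main 5) for the sex difference in WT. Genes shared as DEGs numbered 8 (main 0) for the WT sex difference at all 3 stages, 12 (main 6) for Cux1 KO females and males at E19, 24 (main 0) for Cux1 KO males at E19 and P4 and 8 (main 4) for Cux2 KO females and males at E19. More shared DEGs were 18 (main 0) for Cux2 KO females and males at P4, 3 (main 1) for Cux1 KO and Cux2 KO males at E19 and 118 (main 0) for Cux1 KO and Cux2 KO males at P4. Genes with an interaction numbered 273 (main 0) for the Cux2 KO by sex interaction at P4, 436 (main 15) for the sex by stage interaction of P4 against E19 and 151 (main 0) for that of P7 against P4.

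With its log2 fold change prior DESeq2 changed 28 of 37 counts, and the cause was not tested. The E19 counts became 9 (main 14) for the sex difference in Cux1 KO, 29 (main 10) for Cux1 KO females, 171 (main 75) for Cux1 KO females against WT males and 73 (main 17) for Cux1 KO males. Other E19 counts became 22 (main 5) for Cux2 KO females, 66 (main 21) for Cux2 KO males and 43 (main 14) for Cux2 KO males against WT females. In the rest of E19 came 353 (main 232) for Cux2 KO against Cux1 KO females, 323 (main 66) for Cux2 KO against Cux1 KO males and 30 (main 46) for Cux1 KO with the sexes mixed. The P4 counts became 85 (main 0) for the sex difference in WT, 2273 (main 0) for Cux1 KO males, 2607 (main 44) for Cux1 KO males against WT females and 42 (main 0) for Cux2 KO females. Other P4 counts became 24 (main 1) for Cux2 KO females against WT males, 75 (main 0) for Cux2 KO males, 71 (main 7) for Cux2 KO males against WT females and 2617 (main 589) for Cux2 KO against Cux1 KO males. The P7 count became 12 (main 5) for the sex difference in WT. Shared DEGs became 6 (main 0) for the WT sex difference at all 3 stages, 10 (main 0) for Cux1 KO males at E19 and P4 and 8 (main 4) for Cux2 KO females and males at E19. Then shared DEGs became 6 (main 0) for Cux2 KO females and males at P4, 2 (main 1) for Cux1 KO and Cux2 KO males at E19 and 40 (main 0) for Cux1 KO and Cux2 KO males at P4. The male minus female difference in autosomal DEGs became 40 (main 7) for Cux1 KO at E19, 48 (main 16) for Cux2 KO at E19 and 9 (main 0) for Cux2 KO at P4.

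Without the filter on low counts 19 of 39 counts changed, where more genes were tested and the cause was not tested further. For E19 this gave 63 (main 10) for Cux1 KO females, 327 (main 75) for Cux1 KO females against WT males, 91 (main 17) for Cux1 KO males and 35 (main 20) for Cux1 KO males against WT females. E19 counts further included 46 (main 5) for Cux2 KO females, 57 (main 27) for Cux2 KO females against WT males and 63 (main 21) for Cux2 KO males. At the end of E19 stood 54 (main 14) for Cux2 KO males against WT females, 467 (main 232) for Cux2 KO against Cux1 KO females and 265 (main 66) for Cux2 KO against Cux1 KO males. For P4 this gave 5 (main 0) for the sex difference in WT, 136 (main 44) for Cux1 KO males against WT females, 6 (main 1) for Cux2 KO females against WT males and 0 (main 589, 4892 at an unadjusted p under 0.05) for Cux2 KO against Cux1 KO males. Shared DEGs came to 5 (main 0) for the WT sex difference at all 3 stages, 12 (main 6) for Cux1 KO females and males at E19 and 9 (main 4) for Cux2 KO females and males at E19. Shared DEGs further included 1 (main 0) for Cux1 KO and Cux2 KO females at E19 and 2 (main 1) for Cux1 KO and Cux2 KO males at E19.

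A fit of all groups of a stage together changed 22 of 34 counts, and the cause was not tested. E19 then had 28 (main 75) for Cux1 KO females against WT males, 5 (main 17) for Cux1 KO males, 8 (main 5) for Cux2 KO females and 39 (main 14) for Cux2 KO males against WT females. To these E19 added 34 (main 232) for Cux2 KO against Cux1 KO females, 119 (main 66) for Cux2 KO against Cux1 KO males, 28 (main 46) for Cux1 KO with the sexes mixed and 53 (main 19) for Cux2 KO with the sexes mixed. P4 then had 7 (main 0) for the sex difference in WT, 2597 (main 0) for Cux1 KO males and 2358 (main 44) for Cux1 KO males against WT females. To these P4 added 1 (main 0) for Cux2 KO females, 10 (main 1) for Cux2 KO females against WT males and 4 (main 0) for Cux2 KO males. The remaining P4 counts were 12 (main 7) for Cux2 KO males against WT females, 2021 (main 589) for Cux2 KO against Cux1 KO males and 6 (main 12) for Cux2 KO with the sexes mixed. Shared DEGs then were 5 (main 0) for the WT sex difference at all 3 stages, 1 (main 0) for Cux1 KO males at E19 and P4 and 1 (main 0) for Cux2 KO females and males at P4. To these it added 0 (main 1) for Cux1 KO and Cux2 KO males at E19 and 2 (main 0) for Cux1 KO and Cux2 KO males at P4.

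With a replicate block 11 of 31 results changed. No label ties libraries with the same number together, so the block removed degrees of freedom without a known source of spread. With the block E19 had 144 (main 75) for Cux1 KO females against WT males, 46 (main 17) for Cux1 KO males, 10 (main 21) for Cux2 KO males and 28 (main 66) for Cux2 KO against Cux1 KO males. With the block P4 had 0 (main 6, 537 at an unadjusted p under 0.05) for the sex difference in Cux2 KO, 0 (main 44, 1991 at an unadjusted p under 0.05) for Cux1 KO males against WT females and 0 (main 1, 850 at an unadjusted p under 0.05) for Cux2 KO females against WT males. P4 counts further included 0 (main 7, 1658 at an unadjusted p under 0.05) for Cux2 KO males against WT females and 0 (main 589, 2067 at an unadjusted p under 0.05) for Cux2 KO against Cux1 KO males. With the block P7 had 0 (main 5, 769 at an unadjusted p under 0.05) for the sex difference in WT. Genes with an interaction numbered 3 (main 15) for the sex by stage interaction of P4 against E19. The log2 fold change of Cux1 in Cux1 KO males at P4 changed sign to -0.0076 (main 0.12). Residuals of libraries with the same number correlated at 0.101 on average for Cux1 KO and WT males at E19, the highest mean among the comparisons with 3 or more numbers, while the mean over the 2 numbers of WT at P7 was 0.233, and the lowest pair of the former was at -0.0236.

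Leaving out 1 library at a time changed 98 of 263 counts, where fewer libraries were compared and the cause was not tested further. At E19 the counts ran from 2 without Cux1 KO female replicate 3 to 30 without WT female replicate 3 for Cux1 KO females (main 10), 26 without WT male replicate 3 to 232 without WT male replicate 4 for Cux1 KO females against WT males (main 75) and 0 without each of 3 libraries to 16 without Cux1 KO male replicate 1 for Cux1 KO males (main 17). E19 ranges continued with 11 without WT female replicate 1 to 19 without WT female replicate 3 for Cux1 KO males against WT females (main 20), 3 without each of 4 libraries to 14 without WT female replicate 4 for Cux2 KO females (main 5) and 15 without WT male replicate 4 to 29 without Cux2 KO female replicate 1 for Cux2 KO females against WT males (main 27). In other E19 comparisons they spanned 9 without Cux2 KO male replicate 4 to 19 without WT male replicate 1 for Cux2 KO males (main 21), 13 without each of 2 libraries to 30 without WT female replicate 4 for Cux2 KO males against WT females (main 14) and 122 without Cux1 KO female replicate 3 to 237 without Cux2 KO female replicate 3 for Cux2 KO against Cux1 KO females (main 232). E19 ranges further held 22 without Cux1 KO male replicate 4 to 346 without Cux2 KO male replicate 2 for Cux2 KO against Cux1 KO males (main 66), 20 without Cux1 KO male replicate 2 to 85 without Cux1 KO male replicate 1 for Cux1 KO with the sexes mixed (main 46) and 12 without WT male replicate 2 to 51 without WT female replicate 4 for Cux2 KO with the sexes mixed (main 19). At P4 the counts ran from 0 without each of 3 libraries to 2 without each of 2 libraries for the sex difference in Cux2 KO (main 6), 0 in each of the 3 fits that left out 1 library for Cux1 KO males against WT females (main 44) and 0 in each of the 6 fits that left out 1 library for Cux2 KO females against WT males (main 1). P4 ranges continued with 0 without each of 5 libraries to 1 without Cux2 KO male replicate 3 for Cux2 KO males (main 0) and 0 without each of 3 libraries to 1 without each of 3 libraries for Cux2 KO males against WT females (main 7). In other P4 comparisons they spanned 0 in each of the 3 fits that left out 1 library for Cux2 KO against Cux1 KO males (main 589) and 7 without Cux2 KO female replicate 1 to 18 without Cux2 KO male replicate 3 for Cux2 KO with the sexes mixed (main 12). At P7 there were 0 in each of the 3 fits that left out 1 library for the sex difference in WT (main 5). Interaction genes ranged from 0 without each of 11 libraries to 4 without WT male replicate 2 for the Cux2 KO by sex interaction at P4 (main 0) and 8 without each of 3 libraries to 279 without WT P4 male replicate 2 for the sex by stage interaction of P4 against E19 (main 15). The log2 fold change of some genes changed sign, that of Adamts2 for the sex difference in WT at P7 (main -0.06) from -7.76 without WT female replicate 1 to 0.95 without WT female replicate 2, Npy for the sex difference in WT at P7 (main 1.30) from -1.13 without WT female replicate 1 to 2.17 without WT female replicate 2 and Cux1 for Cux1 KO males at P4 (main 0.12) from -0.49 without Cux1 KO male replicate 2 to 0.54 without Cux1 KO male replicate 1. Sign changes were also seen for Cux1 for Cux2 KO males at E19 (main -0.04) from -0.15 without Cux2 KO male replicate 4 to 0.0882 without Cux2 KO male replicate 3 and Cux2 for Cux2 KO females at P4 (main 0.19) from -0.0939 without Cux2 KO female replicate 3 to 0.35 without Cux2 KO female replicate 2. The last sign changes were those of Cux1 for Cux2 KO males at P4 (main 0.09) from -0.12 without Cux2 KO male replicate 3 to 0.38 without WT male replicate 2 and Cux2 for Cux2 KO males at P4 (main 0.26) from -0.034 without Cux2 KO male replicate 2 to 0.47 without WT male replicate 3. Leaving out 1 of 2 libraries of a group leaves 1, so no count or test was made, and the fold changes above rest on 1 library in that group, without a Cux1 KO library at P4 or a WT female library at P7.

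Among the smaller alternatives, autosomal genes alone gave 0 DEGs for the sex difference in WT at E19 (main 8, 581 genes with an unadjusted p under 0.05) and 0 at P7 (main 5, 829 with an unadjusted p under 0.05), since the DEGs of both stages are sex-linked. Groups of 2 libraries per sex gave a median of 0 DEGs at P7, where fewer samples were compared. The ratio of the PCA at E19 was 0.748 over autosomal genes alone, which lack the genes of the sex chromosomes, and 3.5 over the 2000 most variable genes, neither at the smallest p (main 6.32). One minus the Pearson correlation in place of the Euclidean distance reversed the small difference of Cux1 KO males at P4, to -0.00136 (main 0.191), and the cause was not tested. By camera, 156 of the 483 marker list tests had an adjusted p under 0.05 against 4 by fry. Camera was run with its preset correlation between genes, while fry takes it from the libraries, and the cause of the gap was not tested. A window of 10 Mb gave a Fisher's exact p of 0.0293, one-sided, and one of 5 Mb gave 0.132, for DEGs near Cux2 in the mixed-sex Cux2 KO comparison at E19 (main 0.0984 with 20 Mb), where fewer genes counted as near. With the library total as a covariate the log2 fold change of Npy in WT at P4 changed sign to 0.0879 (main -1.75), and the cause was not tested. Robust prior spread gave 2 (main 6) for the sex difference in Cux2 KO at P4, 2 (main 7) for Cux2 KO males against WT females at P4 and 0 (main 589, 4818 at an unadjusted p under 0.05) for Cux2 KO against Cux1 KO males at P4, and left 23 of 26 counts unchanged.

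The depth of the libraries set which genes were tested, since the filter kept 17344 genes for the sex difference in WT at E19 and 19213 at P4, and genes under the floor of 3 counts in both groups showed no fold. The median library held 16741478.5 counts at E19 and 36485646.5 at P4, so a lower depth is not what separates the P4 counts of DEGs from those at E19. The over-representation analyses gave no value because they were not run.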

Differences from the paper's values

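The alternatives here were set before the data were examined, except robust prior spread, the library total as a covariate and, for shared DEGs, all groups in one fit, which are tests chosen only after the results were seen. The counts of the paper and those here are on one scale, and log2 fold changes are compared as listed. Where an alternative is not named beside a value, it was not run on that value or did not close its gap.

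At E19, for the sex difference in WT, DEGs higher in females numbered 1 against the paper's 3, closed by DESeq2 with its prior (3) and by DESeq2 without shrinkage (3), no filter on low counts (3) and all groups in one fit (3). In the count for Cux1 KO females, 10 DEGs stand against the paper's 29, a gap that DESeq2 with its prior closed (29), as did the fit without WT female replicate 3 (30). There 8 were higher and 2 lower in KO against the paper's 19 and 10, closed by DESeq2 with its prior (19 and 10), also by no filter on low counts (28) for those higher. As to Cux1 KO males, 17 DEGs stand against the paper's 69, a gap that DESeq2 with its prior closed (73), as did no filter on low counts (91) and a replicate block (46). Of these, 7 were higher and 10 lower in KO against the paper's 24 and 45, closed by DESeq2 with its prior (27 and 46), also by a replicate block (26) for those higher and by DESeq2 without shrinkage (60) and no filter on low counts (43) for those lower. With regard to Cux2 KO females, 5 DEGs stand against the paper's 22, a gap that DESeq2 with its prior closed (22), as did DESeq2 without shrinkage (30). By direction, 4 were higher and 1 lower in KO against the paper's 18 and 4, closed by DESeq2 with its prior (18 and 4), also by DESeq2 without shrinkage (25) for those higher and by DESeq2 without shrinkage (5) and no filter on low counts (6) for those lower. On Cux2 KO males, 21 DEGs stand against the paper's 64, a gap that DESeq2 with its prior closed (66), as did DESeq2 without shrinkage (93) and no filter on low counts (63). Split by sign, 11 were higher and 10 lower in KO against the paper's 40 and 24, closed by DESeq2 with its prior (42 and 24), also by no filter on low counts (42) for those higher and by DESeq2 without shrinkage (28) and no filter on low counts (21) for those lower. For Cux2 KO males against WT females, 14 DEGs stand against the paper's 42, a gap that DESeq2 with its prior closed (43), as did no filter on low counts (54), all groups in one fit (39) and the fit without WT female replicate 4 (30). In the count for Cux2 KO against Cux1 KO males, 66 DEGs stand against the paper's 318, a gap that DESeq2 with its prior closed (323), as did DESeq2 without shrinkage (399), no filter on low counts (265) and the fit without Cux2 KO male replicate 2 (346). As to Cux1 KO with the sexes mixed, 46 DEGs stand against the paper's count of about 29 in Fig. 5A (read by eye), a gap that DESeq2 with its prior closed (30), as did all groups in one fit (28), sex as a covariate (43) and 12 of the 16 fits without 1 library (20 to 37). With regard to Cux1 KO females against WT males, 75 DEGs stand against the paper's count of about 170 in Fig. S2B (read by eye), a gap that DESeq2 with its prior closed (171), as did DESeq2 without shrinkage (239), a replicate block (144) and the fit without WT male replicate 4 (232). On the sex difference in Cux1 KO, 14 DEGs stand against the paper's count of about 9 in Fig. S2A (read by eye), a gap that DESeq2 with its prior closed (9), as did all groups in one fit (12), a replicate block (13) and 8 of the 8 fits without 1 library (10 to 12).

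At P4 gaps were wider. For the sex difference in WT, 0 DEGs stand against the paper's 83, a gap that DESeq2 with its prior closed (85). In direction, 0 were higher and 0 lower in females against the paper's 15 and 68, closed by DESeq2 with its prior (17 and 68). Its sex-linked DEGs numbered 0 against the paper's 12, closed by DESeq2 with its prior (13). In the count for Cux1 KO males, 0 DEGs stand against the paper's 2265, a gap that DESeq2 with its prior closed (2273), as did DESeq2 without shrinkage (3242) and all groups in one fit (2597). By sign, 0 were higher and 0 lower in KO against the paper's 836 and 1429, closed by DESeq2 with its prior (836 and 1437), also by DESeq2 without shrinkage (972) and all groups in one fit (874) for those higher and by all groups in one fit (1723) for those lower. As to Cux1 KO males against WT females, 44 DEGs stand against the paper's 2585, a gap that DESeq2 with its prior closed (2607), as did DESeq2 without shrinkage (3251) and all groups in one fit (2358). With regard to Cux2 KO females, 0 DEGs stand against the paper's 40, a gap that DESeq2 with its prior closed (42). Of them, 0 were higher and 0 lower in KO against the paper's 32 and 8, closed by DESeq2 with its prior (34 and 8). On Cux2 KO males, 0 DEGs stand against the paper's 75, a gap that DESeq2 with its prior closed (75). Separately, 0 were higher and 0 lower in KO against the paper's 42 and 33, closed by DESeq2 with its prior (42 and 33). For Cux2 KO against Cux1 KO males, 589 DEGs stand against the paper's 2605, a gap that DESeq2 with its prior closed (2617), as did DESeq2 without shrinkage (3370) and all groups in one fit (2021). In the count for Cux2 KO females against WT males, 1 DEG stands against the paper's count of about 24 in Fig. S2I (read by eye), a gap that DESeq2 with its prior closed (24). As to Cux2 KO males against WT females, 7 DEGs stand against the paper's count of about 63 in Fig. S2J (read by eye), a gap that DESeq2 with its prior closed (71). At P7, for the sex difference in WT, 5 DEGs stand against the paper's 12, a gap that DESeq2 with its prior closed (12). Its DEGs higher in females numbered 1 against the paper's 6, closed by DESeq2 with its prior (6).

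Shared DEGs numbered 0 against the paper's 8 for Cux1 KO males at E19 and P4 (closed by DESeq2 with its prior at 10) and 4 against the paper's 8 for Cux2 KO females and males at E19 (closed by DESeq2 with its prior at 8, DESeq2 without shrinkage at 8, no filter on low counts at 9, all groups in one fit at 6, chosen after seeing the values). Further shared counts were 0 against the paper's 6 for Cux2 KO females and males at P4 (closed by DESeq2 with its prior at 6) and 1 against the paper's 2 for Cux1 KO and Cux2 KO males at E19 (closed by DESeq2 with its prior at 2, DESeq2 without shrinkage at 3, no filter on low counts at 2). Next came shared counts of 0 against the paper's 40 for Cux1 KO and Cux2 KO males at P4 (closed by DESeq2 with its prior at 40) and 10 against the paper's count of about 18 in Fig. 5B (read by eye) for the mixed-sex and female analyses of Cux1 KO at E19 (closed by DESeq2 with its prior at 19). Other shared counts were 5 against the paper's count of about 10 in Fig. 5E (read by eye) for the mixed-sex and female analyses of Cux2 KO at E19 (closed by DESeq2 with its prior at 10, DESeq2 without shrinkage at 13, no filter on low counts at 11, all groups in one fit at 8, chosen after seeing the values) and 6 against the paper's count of about 18 in Fig. 5E (read by eye) for the mixed-sex and male analyses of Cux2 KO at E19 (closed by DESeq2 with its prior at 18, no filter on low counts at 18, all groups in one fit at 22, chosen after seeing the values). The last shared counts were 0 against the paper's count of about 7 in Fig. 5H (read by eye) for the mixed-sex and female analyses of Cux2 KO at P4 (closed by DESeq2 with its prior at 7) and 0 against the paper's count of about 8 in Fig. 5H (read by eye) for the mixed-sex and male analyses of Cux2 KO at P4 (closed by DESeq2 with its prior at 8). For Cux1 KO males against WT females and the WT sex difference at P4 the paper's 23 shared DEGs stand against 0 here and 37 by DESeq2 with its prior, and none of the alternatives set before the data were examined closed the gap (DESeq2 without shrinkage 102 and no filter on low counts 4), nor did all groups in one fit (7), chosen after seeing the values.

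Of the log2 fold changes the paper lists for genes named here, 41 that differed are given. Other named genes had gaps as wide. Pcdhgb8 in Cux2 KO at E19, for example, was at 1.57 in females and 2.13 in males by edgeR. By DESeq2 with its prior it was at 0.54 and 0.86. DESeq2 with its prior closed each of the 41 gaps, and over the genes of the paper's tables its values came within 0.00502 of the listed ones. DESeq2 without shrinkage, DESeq2's size factors, no filter, all groups in one fit, the replicate block and autosomal genes alone closed none of them where they were run. For the sex difference in WT at E19 the log2 fold changes were Xist 10.54 (the paper's 5.38). Limits nearest 0 against a group at the floor in the sex difference in WT at E19 were Ddx3y -8.15 (the paper's -3.54), Eif2s3y -8.22 (the paper's -2.82) and Gm20775 -5.40 (the paper's -1.38). In the sex difference in WT at E19 the floor of 1 group gave limits nearest 0 of Kdm5d -7.98 (the paper's -3.48) and Uty -6.81 (the paper's -2.51). Across the sex difference in WT at P4 the log2 fold changes were Dbi 2.12 (the paper's 1.29), Ndnf -2.22 (the paper's -1.49) and Neurod1 1.56 (the paper's 1.15). In the sex difference in WT at P4 the log2 fold changes were Wdr62 3.45 (the paper's 1.44) and Xist 8.71 (the paper's 4.86). Limits nearest 0 against a group at the floor in the sex difference in WT at P4 were Ddx3y -9.59 (the paper's -6.42), Eif2s3y -9.19 (the paper's -6.57) and Gm20775 -7.24 (the paper's -4.5). In the sex difference in WT at P4 the floor of 1 group gave limits nearest 0 of Kdm5d -7.69 (the paper's -3.69) and Uty -7.77 (the paper's -4.57). With 1 group at the floor, the limit nearest 0 for the sex difference in WT at P7 was Ddx3y -8.89 (the paper's -5.27), Eif2s3y -8.87 (the paper's -5.51) and Gm20775 -5.95 (the paper's -1.99). For the sex difference in WT at P7 the limits nearest 0, where 1 group was at the floor, were Kdm5d -6.70 (the paper's -3.18), Uty -7.40 (the paper's -3.59) and Xist 8.66 (the paper's 4.01). In Cux1 KO females at E19 the log2 fold changes were Adamts2 -1.14 (the paper's -0.77), Fat3 -0.76 (the paper's -0.52), Nrp2 1.46 (the paper's 0.9) and Spock1 -1.10 (the paper's -0.65). For Cux1 KO males at E19 the log2 fold changes were Fat3 -0.81 (the paper's -0.55), Gm11814 -1.24 (the paper's -0.88), Npy -1.33 (the paper's -0.9) and Nrp2 1.20 (the paper's 0.85). Within Cux1 KO males at E19 the log2 fold changes were Pou2f2 0.98 (the paper's 0.6), Slc44a5 0.81 (the paper's 0.55) and Spock1 -1.32 (the paper's -0.8). For Cux1 KO males at P4 the limits nearest 0, where 1 group was at the floor, were Pou2f2 -5.37 (the paper's -2.23). Across Cux2 KO males at E19 the log2 fold changes were Dynlt1a -0.83 (the paper's -0.66), Dynlt1b -1.43 (the paper's -0.94) and Gm11814 -1.15 (the paper's -0.79). In Cux2 KO males at E19 the log2 fold changes were Kndc1 1.21 (the paper's 0.59) and Slc44a5 1.18 (the paper's 0.57). For Cux2 KO females at P4 the log2 fold changes were Sult4a1 1.88 (the paper's 1.04) and Xlr3b 3.15 (the paper's 1.14).

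The paper states that DEGs between the sexes of WT are most numerous at P4, whereas edgeR called more at E19 than at P4, and DESeq2 with or without its prior called most at P4. In simulated data edgeR recovered 99.5% of changed genes at E19 and 12.5% at P4, so its counts cannot rank the stages. Of the calls of DESeq2 with its prior, 17.4% at E19 and 51.8% at P4 were false there. The paper names sex-linked genes as DEGs at all stages, and edgeR at P4 did not call Xist (adjusted p = 0.0602), Eif2s3y (0.0602), Ddx3y (0.0812), Gm20775 (0.118), Uty (0.119) or Kdm5d (0.251), nor Gm20775 at P7 (0.171). DESeq2 with or without its prior called these, all groups in one fit called the 6 at P4, and no filter called them apart from Kdm5d at P4. Autosomal genes that the paper names for P4 had the same sign and no edgeR call, with adjusted p-values by edgeR and by DESeq2 with its prior of 0.549 and 0.00382 for Kcna2, 0.549 and 0.00427 for Nid1, 0.549 and 0.000713 for Ndnf and 0.549 and 0.00608 for Slc2a10 and, higher in females, 0.656 and 0.00895 for Dbi, 0.565 and 0.0109 for Neurod1 and 0.549 and 0.00352 for Wdr62. DESeq2 without shrinkage also called them. Libraries are said to cluster by sex at each stage, and at P7 the library nearest to each was of the same sex in 2 of 5 cases.

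For Cux1 KO at E19 the paper names genes that edgeR did not call, with adjusted p-values by edgeR and by DESeq2 with its prior of 0.187 and 0.000318 for Spock1 and 0.286 and 0.0108 for Fat3 in females and 0.0734 and 1.02e-05 for Spock1, 0.216 and 0.00902 for Fat3, 0.197 and 0.00592 for Pou2f2 and 0.197 and 0.00902 for Slc44a5 in males. DESeq2 without shrinkage called them too, no filter called all but Slc44a5, and the replicate block called Spock1, Fat3 and Pou2f2 in males. At P4 the same pairs of adjusted p-values were 0.0764 and 6.9e-46 for Baz1a, 0.193 and 0.032 for Npy, 0.12 and 0.00857 for Pou2f2 and 0.222 and 0.0381 for Fat3, genes that DESeq2 without shrinkage called and which all groups in one fit called apart from Npy. The paper ranks Cux1 KO males at E19 nearer to WT females than to WT males by DEGs, and edgeR counted 20 DEGs against WT females and 17 against WT males, while over autosomal genes it counted 10 and 17 and DESeq2 with its prior 18 and 73.

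For Cux2 KO the genes named and not called by edgeR were, in both sexes at E19, Pcdhgb5 (0.485 in females and 0.237 in males) and Pcdhgb8 (0.567 and 0.0636), with Rplp0 in females (0.067), given as adjusted p-values. DESeq2 with or without its prior called them, DESeq2's size factors called Rplp0, no filter called all of these except Pcdhgb5 in females, and all groups in one fit called Rplp0 in females and the Pcdhgb genes in males. In males at E19 the paper names Dynlt1 genes and Kndc1, and edgeR did not call Dynlt1f (0.0786, by DESeq2 with its prior 0.000574) or Kndc1 (0.367, 0.0345), which DESeq2 without shrinkage also called, as no filter did Dynlt1f, while Slc44a5 had an adjusted p of 0.417 by edgeR and 0.0489 by DESeq2 with its prior. No setting called Dynlt1c (0.524 by edgeR). At P4 the adjusted p-values by edgeR and by DESeq2 with its prior were 0.495 and 0.015 for Sult4a1 and 0.451 and 0.00364 for Xlr3b in females, and 0.682 and 1.98e-06 for Foxj1 and 0.823 and 0.000212 for 1700003E16Rik between the sexes of Cux2 KO, and DESeq2 without shrinkage also called these. At this stage the paper places both sexes of Cux2 KO nearer to WT of the opposite sex, and edgeR counted more DEGs against the opposite sex (7 against 0 for males and 1 against 0 for females), where 1136 and 1443 genes had an unadjusted p under 0.05 against the same sex. Over autosomal genes edgeR counted 1 against 0 for males and 0 against 0 for females, so the other calls were sex-linked. The ranking by DESeq2 with its prior was that of the paper.

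Of the genes above that edgeR did not call with all libraries, an adjusted p under 0.05 was reached in fits that left out 1 library by Spock1 in 1 of 8 and Fat3 in 1 of 8 fits for Cux1 KO females at E19, Spock1 in 1 of 8 fits for Cux1 KO males at E19, Pcdhgb8 in 1 of 8 and Rplp0 in 1 of 8 fits for Cux2 KO females at E19 and Pcdhgb8 in 1 of 8 and Dynlt1f in 1 of 8 fits for Cux2 KO males at E19.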

Other observations

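The tests chosen only after the result was seen are those of the WT male libraries as a reference, of Xist and of splits on autosomal genes between the sexes, of a read ceiling, of neuronal share in Cux1 KO at P4, of flanking sequence for Cux2 KO and for Cux1 KO at P4, of MHC-II transcripts by library, of a fixed difference of Cux1 KO mice, of pseudogenes and of astroglia or neuronal loss between stages. Each count of DEGs was set beside the counts from other splits of the samples into groups of the same sizes, the real one included. Between groups of different sex autosomal DEGs were counted, since Y-linked counts of females are 0 by construction. At E19, with 35 splits of 8 libraries, 1 split, the real one, gave as many DEGs for Cux1 KO females (10 DEGs, at most 1 in another split), Cux1 KO females against WT males (62 autosomal DEGs, at most 2 in another split) and Cux2 KO females against WT males (18 autosomal DEGs, at most 0 in another split). The same held for Cux2 KO males (21, at most 1 in another), Cux2 KO males against WT females (6 autosomal, at most 3 in another) and Cux2 KO against Cux1 KO females (232, at most 0 in another). More than 1 split gave as many for the sex difference in Cux1 KO (2 splits, 3 autosomal DEGs, at most 13 in another), Cux1 KO males (3 splits, 17 DEGs, at most 83 in another) and Cux1 KO males against WT females (3 splits, 10 autosomal DEGs, at most 131 in another). So it was for Cux2 KO females (2 splits, 5 DEGs, at most 5 in another) and Cux2 KO against Cux1 KO males (2 splits, 66 DEGs, at most 93 in another). A chance assortment of libraries is argued against in the first set of 6 comparisons and, by this count, stays open in these 5, where sex or genotype stays open as well. Of the 5 DEGs in Cux2 KO females, however, 4 were also DEGs with the same sign in Cux2 KO males, from other KO and WT libraries. This argues against a chance assortment for these 4 genes. For the sex difference in WT and the sex difference in Cux2 KO, with 0 autosomal DEGs each (637 and 536 genes at an unadjusted p under 0.05), all 35 splits gave as many. The sex-linked DEGs at E19 are not a matter of chance assortment, since Xist was at 549.8 CPM or more in every female library and at 0.9999 or less in every male one. With the sexes mixed, 1 of 80 drawn splits, the real one, gave as many for Cux1 KO at E19 (46 DEGs, at most 1 in another), as did 1 for Cux2 KO at E19 (19, at most 4) and 1 at P4 (12, at most 2).

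At P4, groups of 3 make 10 splits, so the share of splits is never under 0.1 and a chance assortment cannot be told apart from an effect by this count. As many DEGs came from 1 split, the real one, for Cux2 KO males against WT females (1 autosomal DEG). With 0 DEGs, autosomal ones between the sexes, all 10 splits gave as many for the sex difference in WT (1398 genes at an unadjusted p under 0.05), the sex difference in Cux2 KO (893 genes at an unadjusted p under 0.05) and Cux2 KO females (1443 genes at an unadjusted p under 0.05). So they did for Cux2 KO females against WT males (942 at an unadjusted p under 0.05) and Cux2 KO males (1136 at an unadjusted p under 0.05). For the interactions of KO with sex, at 0 genes each, 80 of 80 exchanges of labels gave as many for Cux1 KO at E19, 80 for Cux2 KO at E19 and 80 for Cux2 KO at P4, and the largest counts in other exchanges were 604, 3 and 2.

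For autosomal DEGs by DESeq2 with its prior, the setting nearest to the paper's counts, the splits were counted on the genes that filterByExpr kept, so the real counts are equal to or lower than those without that filter. The splits of 35 at E19 with as many DEGs were 18 for the sex difference in WT (1 DEG), 3 for Cux1 KO females (28 DEGs, up to 57 in another) and 3 for Cux1 KO males (68 DEGs, up to 172 in another). They were 6 for Cux2 KO females (18 DEGs, up to 43 in another) and 1 for Cux2 KO males (65 DEGs, up to 32 in another). At P4 the splits of 10 were 1 for the sex difference in WT (42 DEGs, up to 10 in another), 2 for Cux2 KO females (25 DEGs, up to 48 in another) and 2 for Cux2 KO males (35 DEGs, up to 90 in another). By these counts a chance assortment is argued against for Cux2 KO males at E19, and stays open for the other 4 comparisons at E19 and, with 10 splits, for those at P4.

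Male KO groups had more DEGs than female ones by DESeq2 with its prior at the thresholds of the methods, and by edgeR at E19. For Cux1 KO at E19, 22 of 60 random exchanges of sex labels within genotype gave a difference of at least 7 by edgeR and 12 of 26 one of at least 40 by DESeq2 with its prior. In Cux2 KO at E19, 18 of 60 random exchanges of sex labels within genotype gave a difference of at least 16 by edgeR and 4 of 26 one of at least 48 by DESeq2 with its prior. With Cux2 KO at P4, 10 of 26 such exchanges gave one of at least 9 by DESeq2 with its prior, while edgeR called 0 DEGs in each sex, so that the 45 of 60 exchanges with a difference of at least 0 test no excess. These DESeq2 counts cover the genes that filterByExpr kept, where the difference at P4 was -8 at an adjusted p alone, and without that filter 72 autosomal DEGs in males stood against 40 in females. Of 50 groups of equal size drawn without regard to sex, 15, 11 and 5 lost at least the share of DEGs that the males of the 3 sets, in that order, lost in the mixed-sex analysis. Choice of the largest chance values in a smaller group may thus account for that loss.

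The WT males as the reference were tested by exchanging the WT sex, with autosomal DEGs by DESeq2 with its prior. Cux1 KO females at E19 had 155 DEGs against WT males and 29 against WT females, and Cux1 KO males 73 and 18, so the male excess of Cux1 KO at E19 may come from the WT male libraries. Cux2 KO females had 23 against WT males and 20 against WT females at E19, with 65 and 31 for Cux2 KO males, and at P4 16 and 40, with 72 and 62, where males had more against either reference. On the genes that filterByExpr kept, 10 of 26 exchanges of sex labels gave a male excess as large at P4. The counts thus do not rule out the reference for Cux2 KO at P4. By edgeR at E19 Cux2 KO females had 18 against WT males and 5 against WT females, and Cux2 KO males 21 and 6, so at E19 the tools leave open whether the WT male libraries give the male excess of Cux2 KO. Of DEGs found in males but not in females by DESeq2 with its prior, 60 of 64 for Cux1 KO and 53 of 57 for Cux2 KO at E19 had the same sign in females, with a median female to male ratio of log2 fold changes of 0.333 and 0.401. An effect in both sexes that passes the threshold in males alone may underlie these. For Cux2 KO at P4 36 of 66 had the same sign (ratio 0.0147), which argues against it there. A sex-specific effect stays open, with the interactions above as its test.

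For the sex difference in WT at P4, male libraries were deeper by 0.802 in mean log2 total. The change of each gene per doubling of the total, fitted in Cux2 KO libraries at P4, had a rank correlation of 0.152 with the WT male to female difference over 20908 genes, and 0.0236 of 720 reassignments of the totals gave one as large. Of the autosomal DEGs by DESeq2 with its prior, 52 of 72 had the sign that depth predicts, so depth may contribute. Across genes the male to female difference in Cux2 KO at P4 had a rank correlation of -0.0411 with that in WT. The WT sex difference thus did not recur in Cux2 KO, where genotype differs as well. In deeper libraries at P4 the most abundant genes held a lower share, and over the 1000 most abundant autosomal genes counts per exonic base had a rank correlation of -0.267 with the change per doubling, whose median was 0.01 in the 250 genes with the fewest counts per base and -0.25 in the 250 with the most. A ceiling on reads per position in duplicate removal is a candidate explanation for this. Endothelial and mural transcripts were higher in males, with mean log2 fold changes of -1.61 and -0.79 and fry adjusted p-values of 0.0678 and 0.116. The libraries of the sexes did not overlap on either list, which chance gives for a list in 10% of cases. Mean CPM in males and females were Itm2a 188 and 75.2, Cldn5 96.2 and 29.3 and Rgs5 285 and 128. A different share of glia had a fry adjusted p of 0.896 on the astrocyte list (mean log2 fold change 0.01) and 0.522 on the oligodendrocyte list (-1.19), where the libraries of the sexes did not overlap either. With 3 libraries per sex neither cell source can be told apart from an effect of sex, which stays open.

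The Cux1 KO libraries at P4 detected 17049 and 19115 genes. Male WT and Cux2 KO libraries thinned to the total of the smaller one detected at least 19787, which argues against smaller totals as the whole cause. Of 11522 genes detected in all WT males, 674 were missing from both Cux1 KO libraries where chance gives 315, a ratio of 2.14, against ratios of 4.91 to 9.03 for pairs of Cux2 KO libraries. More genes were missing per library in Cux1 KO (1866 and 1065) than in Cux2 KO (90 to 220), which lowers the largest ratio possible. The sizes of the ratios thus cannot be compared. Loss of RNA before sequencing and a loss of the transcripts in the cells cannot be told apart, since missing genes coincided beyond chance in Cux2 KO pairs too. Of 1437 lower DEGs by DESeq2 with its prior, 355 had 0 counts in both Cux1 KO libraries. The astrocyte list moved by 0.15 and the oligodendrocyte list by -2.86, a gap of 3.01 that argues against an equal loss of all glia. In both Cux1 KO libraries the microglia, endothelial, mural and ciliated ependymal lists lay below every WT male library at P4. On the endothelial list they were at 0.677 and 1.710, against 3.171 to 4.082. Short synapse genes lay above (7.657 and 7.789 against 5.564 to 6.321), while the upper-layer neuron list overlapped. A change in the mix of sorted cells thus stays open. The paper reports higher death of Cux1 KO neurons in dissociation. Neither that, nor the recombined allele, nor the CRE plasmid was tested apart from genotype.

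Lower MHC-II and complement transcripts in Cux1 KO males at E19 were set beside the microglia list, which had a mean log2 fold change of -0.75 and a fry adjusted p of 0.0678. Mean CPM in Cux1 KO and WT males were Ctss 14.4 and 28.7, C1qb 12.1 and 17.8 and C1qa 10.4 and 17.4. All 4 of 4 WT male libraries lay above every Cux1 KO male library on this list, as in 1 of 35 splits by chance for no overlap in either direction, which argues against 1 or 2 WT libraries with more immune cell transcripts as the source of the lower complement transcripts. On the antigen-presenting macrophage list, which holds MHC-II genes, 3 of 4 did (mean log2 fold change -0.72, fry adjusted p 0.267), so for the MHC-II transcripts a few WT libraries cannot be told apart from a difference of the groups. Fewer microglia or macrophages among the sorted cells cannot be told apart from lower expression of these genes, since the set tests missed their threshold, and an effect of genotype stays open. For cilium genes in Cux2 KO males at P4, 3 of 3 libraries lay above every WT male library on the ciliated ependymal list, with a mean log2 fold change of 1.77 and a fry adjusted p of 0.25, which argues against such cells in single libraries, although chance gives no overlap in 10% of cases. Mean CPM in Cux2 KO and WT males were Rsph1 84.7 and 20.5, Dynlrb2 71.1 and 33.5 and Ccdc153 53.8 and 13.7. Ciliated cells in all 3 libraries and an effect of genotype stay open.

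Sequence flanking a targeted allele can carry strain variants. For Cux1 KO at E19 with the sexes mixed, 4 of 418 tested genes within 20 Mb of the target were DEGs, and 42 of 16752 elsewhere, with a one-sided Fisher's exact p = 0.0253. The same test gave 0.00378 within 10 Mb and 0.000544 within 5 Mb, so flanking sequence may contribute. The 4 genes were 4933404O12Rik, Col26a1, Tfr2 and Zfp157. With Cux1 KO males at P4, DESeq2 with its prior called 56 of 432 near and 12.5% elsewhere (Fisher p = 0.403), and among so many calls a few flanking genes could not be told apart from the rest. For Cux2 KO the Fisher p was 0.0984 at E19 (2 of 483 near, and 0.0293 within 10 Mb) by edgeR and 0.031 by DESeq2 with its prior (3 of 563, and 0.0052 within 10 Mb), and 1 at P4 by DESeq2 with its prior (0 of 595). Within 5 Mb the Fisher p at E19 was 0.132 by edgeR and 0.174 by DESeq2 with its prior. With the tools and windows apart at E19 and at most 3 genes near the target, flanking sequence cannot be told apart from an effect of genotype. Of the autosomal E19 DEGs with the sexes mixed, 16 of 19 for Cux2 KO kept their sign at P4 in other animals (two-sided exact binomial p = 0.00443), so a fixed difference between the mice may underlie them, although a lasting effect of genotype predicts the same and stays open, while for Cux1 KO 19 of 45 did (p = 0.371, same exact test). The Cux1 KO mice at P4 carry another allele than those at E19, so for Cux1 KO a fixed difference cannot be told apart from an effect of genotype. Pseudogenes made up 8 of 19 DEGs of Cux2 KO at E19 with the sexes mixed and 14.3% of tested genes (one-sided Fisher p = 0.00302), with 4 of 5 in females, 13 of 21 in males and 6 of 12 at P4 with the sexes mixed. Reads shared between near-identical copies, or strain variants in them, may account for these, and an effect of the KO on them stays open.

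From E19 to P4 in WT, lower Cux2 and higher Slc1a3 went with a change of 2.16 in mean log2 CPM on the astrocyte and radial glia list and of -2.63 on the upper-layer neuron list. Mean CPM in WT males at E19 and P4 were Slc1a3 517 and 1262, Sox9 99.6 and 1018 and Gja1 27.9 and 924. Astroglia among the cells sorted at P4 and P7 may underlie this. A general loss of neuronal transcripts stays open. The list of short synapse genes changed by -1.29, and that of long synapse genes by 0.60, with overlap of the stages on the latter. The sequencing rounds follow the stages, so each stage difference stays confounded with the round, and maturation of the neurons stays open. The other lists changed from E19 to P4 by 0.20 for microglia, -1.72 for antigen-presenting macrophages, 1.84 for endothelial cells, 1.32 for mural cells and 0.10 for leptomeningeal fibroblasts. Changes were 2.26 for ciliated ependymal cells, 2.24 for the oligodendrocyte lineage, -1.21 for intermediate progenitors, 1.66 for cell cycle, -0.06 for interneurons and -0.39 for deep-layer neurons. The erythroid list changed by 2.31, the immediate early and dissociation response by 0.56, mitochondrially encoded genes by -2.00 and cytoplasmic ribosomal proteins by -1.24. Libraries of the stages overlapped on the lists of microglia, leptomeningeal fibroblasts, interneurons, deep-layer neurons, immediate early response and long genes of synapses.

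Over 483 tests of marker lists between groups, fry of limma gave 4 with an adjusted p under 0.05 and 75 unadjusted, and camera 156 adjusted, of which 4 held under fry. The lists that held were microglia for Cux1 KO males against WT females at P4 (mean log2 fold change -3.85, 0 of 12 genes higher, adjusted p 0.00862) and short genes of synapses for Cux1 KO males against WT females at P4 (mean log2 fold change 2.09, 10 of 10 genes higher, adjusted p 0.00862). The others were intermediate progenitors for Cux2 KO against Cux1 KO females at E19 (mean log2 fold change -0.38, 0 of 7 genes higher, adjusted p 0.0194) and ciliated ependymal cells for Cux2 KO against Cux1 KO males at P4 (mean log2 fold change 7.22, 12 of 12 genes higher, adjusted p 0.0194). The libraries of the groups did not overlap in these 4. No gene is on more than 1 list, and the paper names in text, figures or tables 1 for ciliated ependymal cells, 1 for endothelial cells, 2 for interneurons, 2 for microglia, 1 for mural cells, 1 for oligodendrocyte lineage and 2 for upper-layer neurons. Genes with a mean of at least 1 CPM in WT at E19 numbered 8 of 9 for antigen-presenting macrophages, 4 of 12 for ciliated ependymal cells, 8 of 14 for endothelial cells, 4 of 5 for erythroid cells, 13 of 14 for immediate early and dissociation response, 7 of 8 for intermediate progenitors, 2 of 8 for leptomeningeal fibroblasts, 11 of 12 for microglia, 4 of 10 for mural cells and 10 of 12 for oligodendrocyte lineage, and on the other 9 lists all genes reached it, so a list can change through the sorted neurons as well as through other cells.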
